# Functional hypoxia drives neuroplasticity and neurogenesis via brain erythropoietin

**DOI:** 10.1038/s41467-020-15041-1

**Published:** 2020-03-09

**Authors:** Debia Wakhloo, Franziska Scharkowski, Yasmina Curto, Umer Javed Butt, Vikas Bansal, Agnes A. Steixner-Kumar, Liane Wüstefeld, Ashish Rajput, Sahab Arinrad, Matthias R. Zillmann, Anna Seelbach, Imam Hassouna, Katharina Schneider, Abdul Qadir Ibrahim, Hauke B. Werner, Henrik Martens, Kamilla Miskowiak, Sonja M. Wojcik, Stefan Bonn, Juan Nacher, Klaus-Armin Nave, Hannelore Ehrenreich

**Keywords:** Cellular neuroscience, Cognitive neuroscience

## Abstract

Erythropoietin (EPO), named after its role in hematopoiesis, is also expressed in mammalian brain. In clinical settings, recombinant EPO treatment has revealed a remarkable improvement of cognition, but underlying mechanisms have remained obscure. Here, we show with a novel line of reporter mice that cognitive challenge induces local/endogenous hypoxia in hippocampal pyramidal neurons, hence enhancing expression of EPO and EPO receptor (EPOR). High-dose EPO administration, amplifying auto/paracrine EPO/EPOR signaling, prompts the emergence of new CA1 neurons and enhanced dendritic spine densities. Single-cell sequencing reveals rapid increase in newly differentiating neurons. Importantly, improved performance on complex running wheels after EPO is imitated by exposure to mild exogenous/inspiratory hypoxia. All these effects depend on neuronal expression of the *Epor* gene. This suggests a model of neuroplasticity in form of a fundamental regulatory circle, in which neuronal networks—challenged by cognitive tasks—drift into transient hypoxia, thereby triggering neuronal EPO/EPOR expression.

## Abstract (web summary)

EPO treatment improves cognition, but underlying mechanisms were unknown. Here the authors describe a regulatory loop in which brain networks challenged by cognitive tasks drift into functional hypoxia that drives—via neuronal EPO synthesis—neurodifferentiation and dendritic spine formation.

## Introduction

Erythropoietin (EPO) is a hypoxia-inducible growth factor in mammalian kidney, named after its role in hematopoiesis^1,2^. Unexpectedly, both EPO and its receptor (EPOR) were later detected in the brain, where they are upregulated by injury conditions. High-dose recombinant human (rh) EPO, a drug in clinical use for anemic patients, exerts neuroprotective and neuroregenerative effects that are independent of the hematocrit, which is mechanistically unexplained^3–8^. Moreover, rhEPO improves cognitive function and reduces gray matter loss in a range of neuropsychiatric conditions^9–13^. Even in healthy mice, rhEPO treatment improves cognition, which is associated with enhanced hippocampal long-term potentiation^14–16^. Surprisingly, rhEPO increases the number of mature hippocampal pyramidal neurons without underlying effect on cell proliferation or cell death^17^. This effect is mediated in neurons mainly by JAK-STAT, PI3K/AKT/PKB, Ras-MEK, and ERK1/2, as well as NF-κB; pathways widely comparable to the hematopoietic system^18–20^. This raises the question whether the expression of EPO and its receptor serves a physiological function in the nervous system, and what could be the triggering factors of EPO expression under physiological conditions.

## Results

### Generation of pyramidal neurons in adult mice and amplification by rhEPO

First, we developed a method to directly label and quantify newly generated neurons in the hippocampal cornu ammonis (CA) field of adult mice. This was possible by permanently labeling all mature pyramidal neurons present at P27 using a tamoxifen-inducible reporter gene in *NexCreERT2::R26R-tdT* mice (Fig. 1a, b)^21^. Thus, all neurons differentiating and maturing after termination of the tamoxifen-induced Cre recombination lack tdTomato, but can be positively identified by Ctip2, a specific marker of pyramidal neurons, thereby revealing adult ‘neurogenesis’ independent of DNA synthesis.

**Fig. 1:**
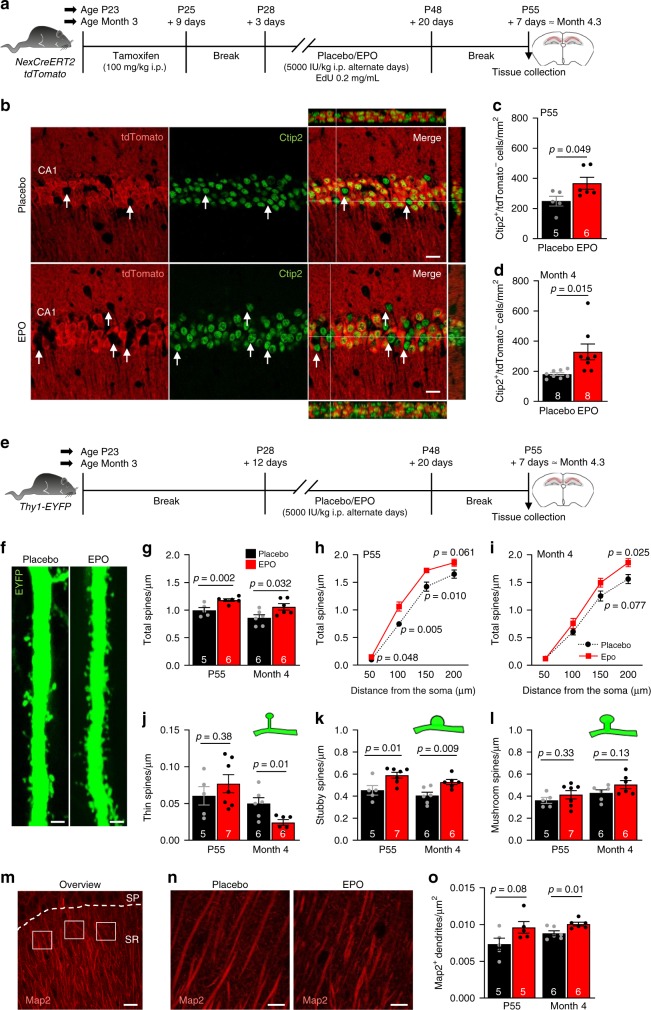
EPO increases number of pyramidal neurons and spine density in the CA1 region of the hippocampus. **a** Experimental design to determine the effect of EPO on neuron numbers: two cohorts of *NexCreERT2::tdTomato* mice (starting at age P23 or month 3) were administered tamoxifen (at P23: 5× i.p.; at month 3: 10× i.p.), followed by placebo or EPO (5000IU/kg; 11× i.p.) on alternate days for 3 weeks. **b** Representative images of tdTomato (red) and Ctip2 (green; excitatory neuronal marker) staining in CA1 of placebo or EPO-treated mice. White arrows indicate newly generated neurons. **c**, **d** Quantification of newly generated neurons (Ctip2^+^/tdTomato^−^) in CA1 of P55 **c** and ~4-month-old mice **d** treated with placebo or EPO. Data from *n* = 5/8 (placebo; 1c/d) and *n* = 6/8 (EPO; 1c/d) mice. **e** Experimental design to determine the effect of EPO on dendritic spine number and morphology: *Thy1-EYFP* mice (starting at age P28 or month 3) were treated with placebo or EPO (11× i.p.) on alternate days, for 3 weeks. **f** Representative images of EYFP (green) expression in principal apical dendrites in CA1 of placebo or EPO mice. **g**–**i** For P55 and ~4-month-old mice, total number of spines (per µm) are given as bar graphs **g** and, additionally, as line graphs **h**–**i** presenting their distance from the soma. Data from *n* = 5/6 (placebo; P55/4 months) and *n* = 6 (EPO) mice (6 cells/mouse analyzed). **j**–**l** Based on the morphology (illustrated as green insets), the number of thin **j**, stubby **k**, and mushroom **l** spines (per µm) were sub-quantified. **m** Representative image of the quantification method employed for determining the number of dendrites using dendritic marker Map2 (red) in CA1 stratum radiatum (SR); stratum pyramidale (SP). White boxes denote areas of measurements. **n** Representative images of Map2 (red) staining in ~4-month-old mice treated with placebo or EPO. **o** Quantification of Map2^+^ dendrites in P55 and 4-month-old mice treated with placebo or EPO. Data from *n* = 5/6 (placebo; P55/4 months) and *n* = 5/6 (EPO; P55/4 months) mice. Within bars, mouse *n* numbers indicated; mean ± SEM presented; two-tailed Student’s *t*-test; scale bars: **b** 50 µm; **f** 10 µm; **m** 20 µm; and **n** 10 µm. Source data underlying graphs **c**, **d**, **g**–**l**, and **o** are provided as a Source Data File.

Immediately after tamoxifen induction, at P28, the number of such unlabeled (tdTomato^−^, Ctip2^+^) pyramidal neurons, quantified for control purposes, was <3% of all Ctip2^+^ cells. When rhEPO treatment was initiated at P28 as described^17^, and mice were analyzed at P55, we found a considerable number of newly differentiated (tdTomato^−^/Ctip^+^) neurons in CA1, without evidence by 5-Ethynyl-2′-deoxyuridine (EdU) incorporation of proliferating precursors, as we reported previously^17^. Upon rhEPO treatment, the number of pyramidal cells was higher compared to placebo, but even untreated mice revealed a remarkable increase in new neurons (Fig. 1c).

Strikingly, when we applied the same rhEPO treatment to older mice (age 3 months), we detected a comparable effect on pyramidal neuron numbers (Fig. 1d). Thus, there is a substantial generation of pyramidal neurons from pre-existing (non-proliferating) precursors also in adulthood, suggesting a previously overlooked aspect of adult neurogenesis, discovered by serendipity in rhEPO-treated mice.

### EPO increases dendritic spine density

Using *Thy1-EYFP* transgenic mice^22^, we noted that EPO treatment also enhanced the dendritic spine density in pyramidal neurons at both P55 and 4 months (Fig. 1e–i). The analysis of spine morphology (Fig. 1j–l) showed an increase in stubby immature spines and a trend toward more mature mushroom spines^23^. Reflecting the increased pyramidal neuron number, we also noted a higher density of Map2 immunoreactive primary dendrites in the stratum radiatum (Fig. 1m–o).

### Immediate differentiation response of neuronal precursors to rhEPO

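CA1 tissue of 3 placebo-treated and 3 EPO-treated mice was profiled by Drop-seq, in which single cells are caught in droplets with barcoded beads so that each transcript carries the barcode of its cell and a unique molecular identifier (UMI). The mice were injected once at postnatal day 28 with placebo or 5000 IU/kg EPO, and CA1 was taken 6 h later. The labels number the mice from 1 to 6 and add D1 or D2, whose meaning is not stated. Placebo mice 1 and 3 and EPO mouse 2 carry D1, and placebo mouse 5 and EPO mice 4 and 6 carry D2. The authors deposited 1 table of raw UMI counts of 20234 genes in 6000 cell barcodes, 1000 per mouse, without normalization. A gene without a UMI in a mouse is given as missing for that mouse and was counted as 0. Keeping barcodes with more than 1000 and at most 8000 genes and at most 40% mitochondrial UMIs left 973 cells. These were 163, 43 and 184 cells in placebo mice 1, 3 and 5, and 148, 271 and 164 cells in EPO mice 2, 4 and 6. Their UMIs summed to between 204479 in placebo mouse 3 and 1948490 in EPO mouse 4, with a median per cell of 4088 to 4924 UMIs. The median mitochondrial share per mouse ran from 3.58% in EPO mouse 6 to 18.3% in EPO mouse 2. Cells were log-normalized, integrated between the 2 treatments by anchor-based canonical correlation analysis on 20 dimensions, and clustered at resolution 1 in Seurat, which gave 12 clusters. Each cluster was named after the cell type whose marker genes it expressed most, as in "oligodendrocyte-like". Treatments were compared with the mouse as the replicate, and an exact permutation test of 3 mice against 3 cannot give a two-sided p below 0.1.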

We employed single-cell transcriptome analysis (scRNA-seq) to explore the immediate response of cells in CA1 to rhEPO, detectable 6 h after a single intraperitoneal (i.p.) injection of 5000U rhEPO/kg (Fig. 2, Supplementary Figs. 1–3, Source Data File). This revealed alterations in the cell cluster composition as defined by gene expression profiles^24^, with more cells in the immature glutamatergic differentiation cluster after rhEPO (Fig. 2a–d). 

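Among the glutamatergic-like clusters, the one with the highest mean level of the 10 genes that the paper names for immature glutamatergic cells held 140 of the 973 cells. It had the highest level of 6 of these genes among the glutamatergic-like clusters, and its leading genes against all other cells were Rxfp1, Tshz3, Garnl3 and Tshz2. None of the 10 marker genes was among its 10 leading genes, while Garnl3 is on a list of genes of deep cortical layers, so that its name means only that it was picked by the mean level of the marker genes. A median of 20.8% of the UMIs of its cells were mitochondrial. This immature glutamatergic-like cluster made up 16.6% of the cells of placebo mouse 1, 11.6% of placebo mouse 3 and 8.70% of placebo mouse 5. After EPO it made up 23.6% of the cells of mouse 2, 17.7% of mouse 4 and 5.49% of mouse 6. The exact (Clopper-Pearson) 95% confidence interval, which covers counting error only, ran from 3.89% to 25.1% in placebo mouse 3 and from 13.4% to 22.8% in EPO mouse 4, the mice with the fewest and the most cells. The mean was 12.3% ± 3.98 (SD, n = 3 mice) with placebo and 15.6% ± 9.26 (SD, n = 3 mice) with EPO. The difference of 3.32 percentage points was smaller than the spread between the EPO mice (two-sided exact permutation test, p = 0.6). The EPO mouse of D1 lay 9.55 percentage points above the placebo mice of D1, and the mean of the EPO mice of D2 lay 2.90 percentage points above the placebo mouse of D2. Without EPO mouse 2 the difference was -0.696 percentage points, and without EPO mouse 6 it was 8.38 percentage points. As a share of the glutamatergic-like cells only, the cluster made up 24.3% ± 11.0 with placebo and 23.9% ± 13.7 with EPO (SD, n = 3 mice each). Within D1, with 1 EPO mouse, and within D2, with 1 placebo mouse, this share was higher after EPO by 3.69 and 6.95 percentage points. In D2, EPO mouse 6 with 9 of 108 cells lay below placebo mouse 5 with 16 of 137 cells. Over pooled cells, 48 of 390 placebo cells and 92 of 583 EPO cells belonged to the cluster (two-sided Fisher's exact test over cells, p = 0.137), a test that takes cells of 1 mouse as independent.

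**Figure D1:**
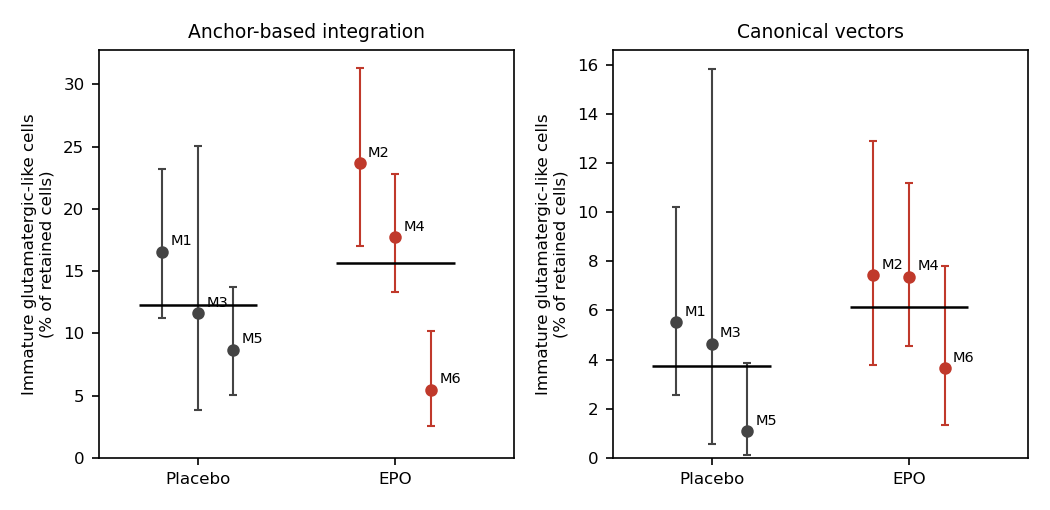
Share of retained cells in the immature glutamatergic-like cluster per mouse, in percent, with exact 95% binomial confidence intervals as error bars and group means as horizontal lines, for the clustering after anchor-based integration (left) and for the clustering directly on canonical vectors (right, chosen after seeing the data). Placebo and EPO mice overlap in both: EPO mouse 6, at 5.49% and 3.66%, lies below placebo mouse 1, at 16.6% and 5.52%.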

Markers that characterize this cluster include doublecortin (*Dcx*), transducin-like enhancer family member4 (*Tle4*), T-box brain1 (*Tbr1*), rhabdomyosarcoma 2-associated transcript (*Rmst*), SRY-Box5 (*Sox5*), DNA-binding protein SATB1 (*Satb1*), ELAV-like neuron-specific RNA-binding protein4 (*Elavl4*), fucosyltransferase9 (*Fut9*), CUGBP Elav-like family member4 (*Celf4*), and heparan sulfate-glucosamine 3-sulfotransferase4 (*Hs3st4*). 

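The cells were clustered again without these 10 genes among the variable genes, and the cluster of 141 cells that shared 139 with the immature glutamatergic-like cluster was taken. As that cluster had been picked by the mean level of the same genes, higher levels of them follow in part from the choice and are no independent test. UMIs were summed per mouse over this cluster and over the other glutamatergic-like cells, and both sums were compared within mice by limma for 3619 genes, after scaling by a trimmed mean. Levels below are counts scaled to library totals only (CPM), so their ratios differ from the fitted fold changes. Of the 10 genes, 6 had enough UMIs to be tested and all 6 were higher in the cluster. In limma's test with Benjamini-Hochberg adjustment, 4 of them passed 5% over all genes and 4 passed adjusted over the list alone, a list that the paper drew from these same cells. Fut9 was measured at 751 ± 219 CPM in the cluster and 323 ± 55.6 CPM in the other cells (SD, n = 6 mice), a log2 fold change of 1.64 (SE 0.18, limma's adjusted p = 0.000619). Satb1 was measured at 123 ± 52.4 CPM and 55.4 ± 21.0 CPM (SD, n = 6 mice), a log2 fold change of 1.52 (SE 0.32, limma's adjusted p = 0.00983). The log2 fold changes of Elavl4 and Celf4 were 0.93 and 0.72, each higher in 6 of 6 mice. Tle4, which GENCODE vM21 places on chromosome 19 of GRCm38 from 14448150 to 14598051 by a match of its symbol, had a log2 fold change of 0.90 and was higher in 4 of 6 mice (limma's adjusted p = 0.217). Hs3st4 had a log2 fold change of 0.97 and was higher in 5 of 6 mice (limma's adjusted p = 0.157). Dcx, Tbr1, Rmst and Sox5 had too few UMIs to pass the filter on low counts, and without that filter 2 of the 10 genes passed 5%. Scaled to total UMIs in place of a trimmed mean, a setting chosen after seeing the data, the median log2 fold change of all tested genes moved from -0.30 to -0.73, and of the 10 genes Fut9 and Satb1 passed 5%. A smaller cluster of 48 cells was found directly on canonical vectors, again without these 10 genes, a setting chosen after seeing the data. In this smaller cluster all 10 genes were higher and 9 passed 5% in limma's test over 5915 genes. In these 4 mice with at least 5 cells in the cluster, Tbr1, placed on chromosome 2 from 61802930 to 61814114, was measured at 134 ± 36.2 CPM against 18.5 ± 7.49 CPM in the other cells (SD, n = 4 mice; limma's adjusted p = 0.00649). Dcx, placed on chromosome X from 143855842 to 143933311, had a log2 fold change of 1.60 and was the gene that did not pass (limma's adjusted p = 0.139).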

For two of them, *Tle4* and *Tbr1*, in situ validation of protein expression by immunohistochemistry (IHC), predominantly in Ctip^+^ neurons (confirmed by double labeling) at P29, i.e., 24 h after a single injection of EPO/placebo, exemplifies the distinct EPO effect (Fig. 2e). Note that Tbr1^+^ neurons upon EPO are rapidly and strongly detected in CA1 at P29, but only rarely anymore at P55. Tbr1^+^ cells in dentate gyrus serve as positive control for both time points (Supplementary Fig. 3e). 

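All glutamatergic-like clusters other than the immature one together made up 43.3% ± 20.5 of the cells of placebo mice and 49.7% ± 9.25 of the cells of EPO mice (SD, n = 3 mice each; two-sided exact permutation test, p = 0.7). The direction differed with the D number, by 13.2 percentage points toward EPO in D1 and by -13.8 percentage points in D2. Clusters of 6 further classes were found, namely GABAergic-like, astrocyte-like, oligodendrocyte-like, microglia-like and endothelial-like cells and oligodendrocyte precursor (OPC)-like cells. In each class the placebo and EPO mice overlapped, with two-sided p between 0.4 and 1 in exact permutation tests and between 0.72 and 1 after Benjamini-Hochberg adjustment over the 6 classes. Oligodendrocyte-like cells differed most in their mean, with 17.5% ± 9.52 after placebo and 11.6% ± 5.70 after EPO (SD, n = 3 mice each). The classes other than oligodendrocyte-like cells held 0 to 20 cells per mouse, with the 0 for microglia-like cells in placebo mouse 5, so that small changes in them were not detectable at this depth. To compare expression, UMIs were summed per mouse over all cells, over glutamatergic-like cells and over oligodendrocyte-like cells, the other class with at least 10 cells in every mouse. By limma on log2 CPM, 0 of 10043, 0 of 8522 and 0 of 1539 genes passed a false discovery rate of 5%. An unadjusted p under 0.05 was found for 128, 119 and 31 genes. In each comparison this is less than the 5% of genes that chance gives, so it is no sign of changed genes. On simulated counts of these libraries with 200 genes changed 4-fold, the same procedure called 59%, 42.5% and 73.5% of the changed genes. The simulation assumed a dispersion of 0.1 and the same expression profile for every mouse, neither estimated from the data. Real mice differed in composition, as in a glutamatergic-like cluster with 0.613% of the cells of placebo mouse 1 and 35.3% of placebo mouse 5. The called percentages may therefore overstate what the test could find. The gene with the smallest p over all cells was Slc17a6, with a log2 fold change of 1.29 after EPO (SE 0.26, limma's adjusted p = 0.996). Its level was 28.4, 24.5 and 27.0 CPM in placebo mice 1, 3 and 5 and 50.5, 74.4 and 91.6 CPM in EPO mice 2, 4 and 6. In glutamatergic-like cells it was Lxn, with a log2 fold change of 1.24 (SE 0.24, limma's adjusted p = 0.982), and in oligodendrocyte-like cells Plcl1, with a log2 fold change of -1.01 (SE 0.30, limma's adjusted p = 0.999).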

Other neuronal clusters and non-neuronal cell types were not obviously different between treatment groups at 6 h (Supplementary Fig. 3b).

**Fig. 2:**
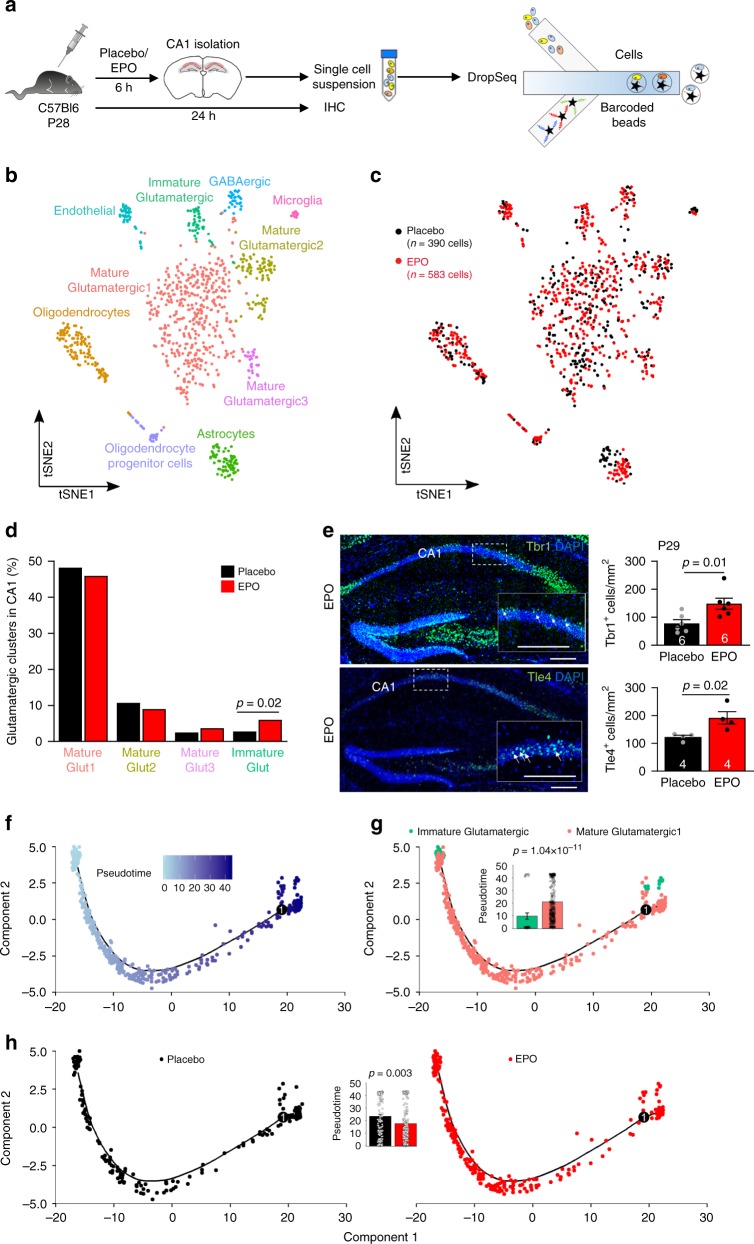
Transcriptome analysis (scRNA-seq) demonstrates an immediate increase in neurodifferentiation upon EPO application. **a** Experimental design of WT C57Bl6 mice (*n* = 3 per group), treated at P28 with a single i.p. injection of placebo or EPO (5000IU/kg), followed by isolation of the CA1 region after 6 h and processing for DropSeq analysis (processing of biological replicates performed separately, followed by pooling for graphical presentation and final analysis), as well as after 24 h for immunohistochemistry (figure created by Debia Wakhloo). **b** Visualization of hippocampal CA1 cell clusters using *t*-distributed stochastic neighbor embedding (*t*SNE). Each color represents a cluster of specific cells, characterized by a defined gene expression profile. **c** Individual cells derived from either EPO (red) or placebo (black)-treated mice are denoted. **d** Percentage of cells in the respective glutamatergic clusters per treatment condition (EPO: *n* = 583, placebo: *n* = 390); two-tailed Fisher’s exact test. **e** Representative images and quantification of Tbr1 and Tle4 staining (immature neuronal markers) in CA1 of mice at P29, i.e., 24 h after a single injection of EPO. Within bars, mouse n numbers indicated; mean ± SEM presented; two-tailed student’s *t*-test. **f** Trajectory analysis in *Monocle2* of cells in the ‘Mature Glutamatergic1’ and the ‘Immature Glutamatergic’ cluster colored by pseudotime (the darker the more mature). **g** Trajectory colored by cell identity. Bar graph indicates average pseudotime of the respective clusters; mean ± SEM; two-tailed Mann–Whitney *U* test. **h** Trajectory colored and split by placebo (black; left) versus EPO treatment (red; right). Bar graph shows average pseudotime of cells in the respective treatment groups; two-tailed Mann–Whitney *U* test; mean ± SEM; see also Supplementary Figs. 1–3. Source data underlying graph **e** are provided as a Source Data File.

In order to further investigate the EPO-induced effects on cell differentiation, we performed a trajectory (pseudotime) analysis on cells in the immature glutamatergic cluster and its neighboring cluster, mature glutamatergic1, in *Monocle2*^25^; Fig. 2f; list of differentially expressed genes between these two clusters given in Source Data File). The analysis confirmed the immature identity of cells in the immature glutamatergic cluster, reflected by a homogeneously low pseudotime of almost all cells in this cluster, which was significantly lower as compared to cells in the mature glutamatergic1 cluster (Fig. 2g). 

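Diffusion pseudotime, computed with scanpy because Monocle2 was not available, ordered the 140 immature glutamatergic-like cells and the nearest glutamatergic-like cluster, 276 cells in all. It was computed on 143 genes that differed between both clusters and rooted in the immature cluster, so that the choice of genes and of the root favors a separation. The mean pseudotime of immature cells averaged 0.244 over the mice and that of the neighboring cluster 0.755. The difference of 0.511 ± 0.0582 (SD, n = 6 mice) had the same direction in 6 of 6 mice (two-sided exact permutation test with sign flips, p = 0.03125, the smallest p that 6 mice allow). With the top 1000 variable genes as input, which were not picked by cluster, the difference was 0.0580 and 4 of 6 mice showed it (exact permutation test, p = 0.219).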

After post hoc exploratory removal of immature cells with high pseudotime (>15, *n* = 10), the increase in immature cells upon EPO still remained significant (*p* = 0.039; Fisher’s exact test, one sided). 

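Diffusion pseudotime has another scale than that of Monocle2, so immature cells were called high when they lay past the median pseudotime of the neighboring cluster. This held for 0 of 140 cells. As the pseudotime was built on genes that separate both clusters and rooted in the immature one, this outcome was nearly fixed in advance. No cell was removed or reassigned, so these steps of the paper could not be tested. The unaltered one-sided Fisher's exact test over cells gave p = 0.0771.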

Even if the immature cells with high pseudotime (>15) were reassigned to the mature glutamatergic cluster, a significance level of *p* = 0.041 was obtained. Importantly, we observed a generally lower pseudotime upon EPO, independent of cluster assignment, further supporting our observation of an increase in immature cells and excluding a mere ‘clustering artifact’ (Fig. 2h). Also, reclustering in *Monocle2* of cells from the two clusters revealed a robust detection of the immature cluster across methods (*Seurat* and *Monocle2*; Supplementary Fig. 3a) and a robustly increased number of immature cells upon EPO as compared to placebo treatment, independent of the analysis platform (*p* = 0.0008). 

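Over the 276 cells, the mean pseudotime per mouse was 0.475 ± 0.0674 after placebo and 0.542 ± 0.0845 after EPO (SD, n = 3 mice each), with the higher value after EPO. The difference was 0.0676 (two-sided exact permutation test, p = 0.4). The direction changed with the clustering: on the clusters from canonical vectors, chosen after seeing the data, the difference was -0.0110 (exact permutation test, p = 0.9). With the median per mouse in place of the mean, the difference was 0.108. Over pooled cells, with cells taken as replicates, the mean after EPO was higher by 0.0109, while it differed by -0.0437 in cells thinned to 1500 UMIs, by -0.0259 on the first principal component, by 0.0248 on the top 1000 variable genes and by -0.0388 on canonical vectors.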

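Reclustering the same 276 cells with the Leiden algorithm on their own top 1000 variable genes gave 4 clusters. The cluster with the highest level of the 10 marker genes held 39 cells, and all 39 came from the immature glutamatergic-like cluster. It made up 2.37% ± 1.30 of the cells of placebo mice and 4.69% ± 3.59 of the cells of EPO mice (SD, n = 3 mice each; two-sided exact permutation test, p = 0.4). Over pooled cells these were 9 of 390 and 30 of 583 cells (two-sided Fisher's exact test over cells, p = 0.0298). Reclustering the 306 cells of the corresponding clusters on canonical vectors, a setting chosen after seeing the data, gave 4 of 390 and 8 of 583 cells (two-sided Fisher's exact test over cells, p = 0.771).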

For further validation of the immature identity of these cells see Supplementary Fig. 3c, d.

Together, these data provide supportive evidence of an immediate effect of EPO on pre-existing precursors to instantaneously initiate neuronal differentiation, thereby rapidly increasing the numbers of cells in the immature glutamatergic differentiating cluster. 

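Glutamatergic-like cells with UMIs of at least 3 of the 10 marker genes were also counted one by one. Celf4 and Fut9 were measured at 654 and 323 CPM in the glutamatergic-like cells outside the immature cluster. UMIs of 3 of the genes therefore do not show that a cell is immature. After thinning each of the 619 cells to 1500 UMIs, this held for 14.6% ± 2.08 of cells in placebo mice and 20.9% ± 5.39 in EPO mice (SD, n = 3 mice each). The difference of 6.36 percentage points came with a two-sided p = 0.2 in an exact permutation test over mice, and over pooled cells these were 37 of 243 and 82 of 376 cells (two-sided Fisher's exact test over cells, p = 0.0472). Without thinning the shares were 62.7% ± 2.85 and 64.8% ± 7.60 (SD, n = 3 mice each; exact permutation test, p = 0.9). With at least 4 of the genes the difference was 4.62 percentage points, and every EPO mouse lay above every placebo mouse (exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow; Fisher's exact test over 11 of 243 and 40 of 376 cells, p = 0.00682). In oligodendrocyte-like cells thinned alike, 0 of 129 cells carried UMIs of at least 3 of the genes, which allows a share of up to 2.33%. The median depth before thinning was 5194 UMIs in these cells and 5233 UMIs in the glutamatergic-like cells. Taking its data together, the paper proposes that EPO at once starts the differentiation of precursors that were already there.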

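The deposited table has no row for Epo, which GENCODE vM21 places on chromosome 5 of GRCm38, and it is not known whether the authors' annotation held the gene. Epor, placed on chromosome 9 from 21958897 to 21963506 by a match of its symbol, was counted with 6 UMIs among the 6910600 UMIs of the 973 retained cells. These lay in 6 cells, 1 of placebo mouse 5, 2 of EPO mouse 2, 1 of EPO mouse 4 and 2 of EPO mouse 6. In placebo mice 1 and 3 the gene had 0 UMIs, which allows up to 2.67 and 14.7 CPM. All 6 cells were glutamatergic-like, 0.969% of 619 cells with a median of 5233 UMIs (exact 95% confidence interval 0.357% to 2.10%, counting error only). Of the 354 cells of all other classes, with a median of 3802 UMIs, 0 carried a UMI, which allows a share of up to 0.847%. Over all 6000 barcodes, Epor had 10 UMIs among 9658910, so barcodes that were not retained carried it as well. No background share was measured, so expression of Epor by the 6 cells themselves was not shown. At this depth neither a difference between classes nor one between treatments was detectable.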

Expectedly, EPO and EPOR were not detected by scRNA-seq due to their very low expression level, a known drop-out effect in scRNA-seq data.

### Elevated expression of EPO and EPOR by pyramidal neurons upon CRW

Searching for the physiological significance of these responses, we explored whether EPO and EPOR are endogenously expressed by pyramidal neurons. Using a highly sensitive in situ hybridization (ISH) method, capable of detecting even single mRNA molecules, we identified both EPO and EPOR transcripts in pyramidal neurons of the hippocampal CA1 region (Fig. 3a–d). The overall mRNA abundance in the hippocampus was higher than in cortex and other brain regions. Interestingly, when mice were placed into cages with complex running wheels (CRW)^26^, a cognitive challenge that stimulates intricate motor learning and coordination, only 5–9 h of running in the dark phase were sufficient to upregulate the expression of EPO and EPOR transcripts in pyramidal neurons (Fig. 3a–d).

**Fig. 3:**
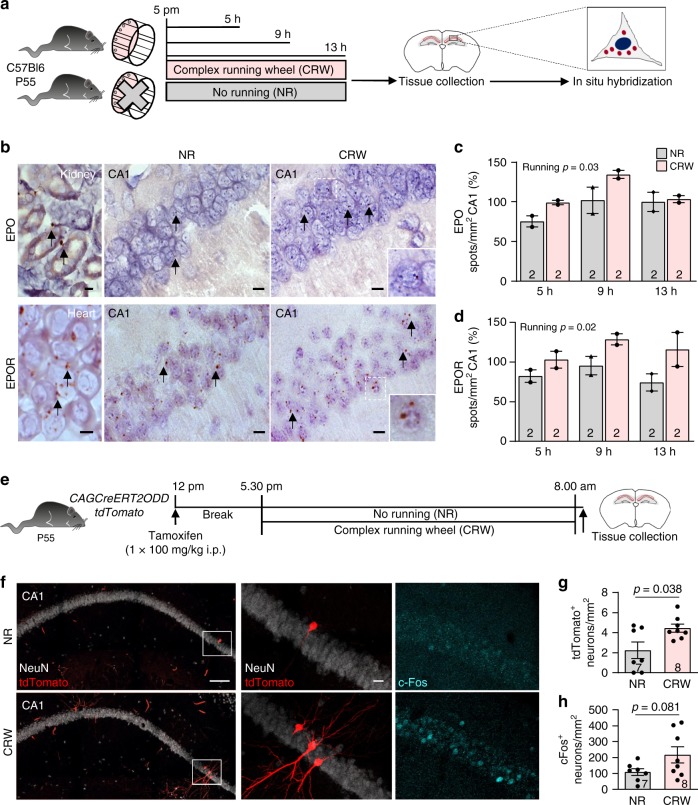
Expression of the EPO/EPOR system in pyramidal neurons shown by ISH and its upregulation by functional hypoxia. **a** Experimental design of WT C57Bl6 mice exposed to no running (NR) or voluntary running on CRW at P55 for 5, 9, or 13 h. ISH was performed on CA1 regions (figure created by Debia Wakhloo). **b** Representative ISH images of CA1 regions of non-runners (NR) and runners (CRW), demonstrating EPO and EPOR mRNA expression in pyramidal neurons (brown spots). As positive controls for EPO/EPOR mRNA expression, sections of kidney (P55) and heart (E14.5) from WT C57Bl6 mice are presented. **c**, **d** Quantification of total number of EPO or EPOR mRNA spots in CA1 of non-runners (NR) and runners (CRW), shown at 5, 9, and 13 h; mean and range shown; two-way ANOVA; *n* numbers indicated within bars; scale bars in **b**: 10 µm; for heart 5 µm. **e** Experimental design to determine the effect of running on the induction of functional hypoxia in the CA1 region. *CAGCreERT2-ODD::tdTomato* mice were administered tamoxifen at P55 of age and exposed to either no running (NR) or overnight voluntary CRW. **f** Representative images of neuronal marker NeuN (white), tdTomato (red; labeling hypoxia), and cFos (cyan) in non-runner (NR) and runner mice (CRW); scale bars 100 µm (left); 10 µm for magnifications. **g**, **h** Quantification of hypoxic neurons (tdTomato^+^) and active neurons (cFos^+^) in CA1 after CRW versus NR overnight (12 h); mean ± SEM; two-tailed Student’s *t*-test; data from *n* = 7 (non-runners, NR) and *n* = 8 (CRW) mice. Source data underlying graphs **c**, **d**, **g**, and **h** are provided as a Source Data File.

### Permanent labeling of hypoxic neurons in CA1 by CRW exposure

We therefore wondered which mechanism would lead to the swift upregulation of EPO in pyramidal neurons upon cognitive challenge. In the kidney, it is hypoxia and hypoxia-inducible factors (Hif), which are well known to induce EPO expression^1,2,7,27^. We therefore hypothesized that cognitive challenge, such as learning of complex motor tasks, is associated with neuronal activity that requires more oxygen than present in the normal steady state. This could induce a mild (transient) endogenous hypoxia as a potential signal underlying upregulated expression of EPO in highly active pyramidal neurons. To test this hypothesis, we asked whether ‘functional hypoxia’ can be detected in the brain after cognitive challenge, such as complex wheel running. To this end, we created a novel transgenic mouse for the ubiquitous expression of a chimeric fusion protein between the tamoxifen-inducible CreERT2 recombinase and the oxygen-dependent degradation (ODD) domain of Hif-1α^28^. In mice bearing this *CreERT2-ODD* transgene, driven by the CAG promoter, ‘fate mapping’ and identification of (transiently) hypoxic cells is possible with the tdTomato reporter (*CAGCreERT2-ODD::R26R-tdTomato*). Indeed, exposing these mice after tamoxifen injection to CRW over one night, we determined a distinctly increased number of ‘ODD-labeled’ pyramidal neurons in the CA1 region when compared to non-runners. This indicates that a new challenging task has led to more (transiently) hypoxic neurons, which became permanently labeled. Parallel quantification of cFos expression as neuronal activity marker^29^ revealed a tendency of increased cFos labeling upon CRW (Fig. 3e–h), but no double labeling with ODD-tdTomato. The latter likely occurs too late in a respective cell, i.e., when its immediate early gene (cFos) expression has already disappeared. In contrast, after only 4 h of CRW, cFos labeling was obvious, but no ODD-tdTomato labeling yet detected (cFos^+^ cells: non-runners 40.1 ± 20.8, *n* = 3; CRW 143.3 ± 24.4, *n* = 7; *p* = 0.034, mean ± SEM). Additional confirmation of hypoxic cell labeling by ODD-tdTomato was obtained using pimonidazole, resulting in findings similar to a previous report on heart^28^ (Supplementary Fig. 4).

### EPO treatment strongly increases motor learning and endurance

To further address the potential of rhEPO to lastingly improve cognitive performance, we treated juvenile mice with our protocol that results in ~20% more pyramidal neurons (starting at P28, i.p. injection of rhEPO/placebo every other day for 3 weeks, followed by a 1-week break). Afterward, the running-naive mice were transferred to cages containing CRW. During the initial learning phase, a rise in performance was observed, clearly dissociating EPO from placebo-treated mice after just a few hours, followed by enhanced endurance over the whole night.

### Deletion of neuronal EPOR attenuates EPO-/hypoxia-induced motor learning

Theoretically, the EPO-induced increase in hematocrit could account for this enhanced performance. To rule this out and to explore whether pyramidal EPOR is mediating this effect, we deleted the *Epor* gene from pyramidal neurons (*NexCre::EpoRfl/fl*; Supplementary Fig. 5). More details on the generation of this conditional *Epor* allele, its recombination with different Cre-lines, and a comprehensive phenotype analysis will be described elsewhere (manuscript in preparation). As delineated in Fig. 4a–c, the remarkable rise in performance of wild-type (WT) mice following EPO treatment reported above was well replicated, whereas EPOR-cKO mice failed to show any noticeable effect of EPO treatment on CRW performance (i.e., complex motor learning and endurance). Placebo-treated EPOR-cKO did not appreciably differ from WT mice (Fig. 4c, inset). The behavioral phenotype of EPOR-cKO mice strongly suggested that also neuronal complexity, i.e., dendritic spine density of pyramidal neurons, would be affected by EPOR deletion. Indeed, Golgi staining revealed that lack of EPOR in pyramidal neurons prevented the EPO-induced increase in dendritic spines (Fig. 4d, e).

**Fig. 4:**
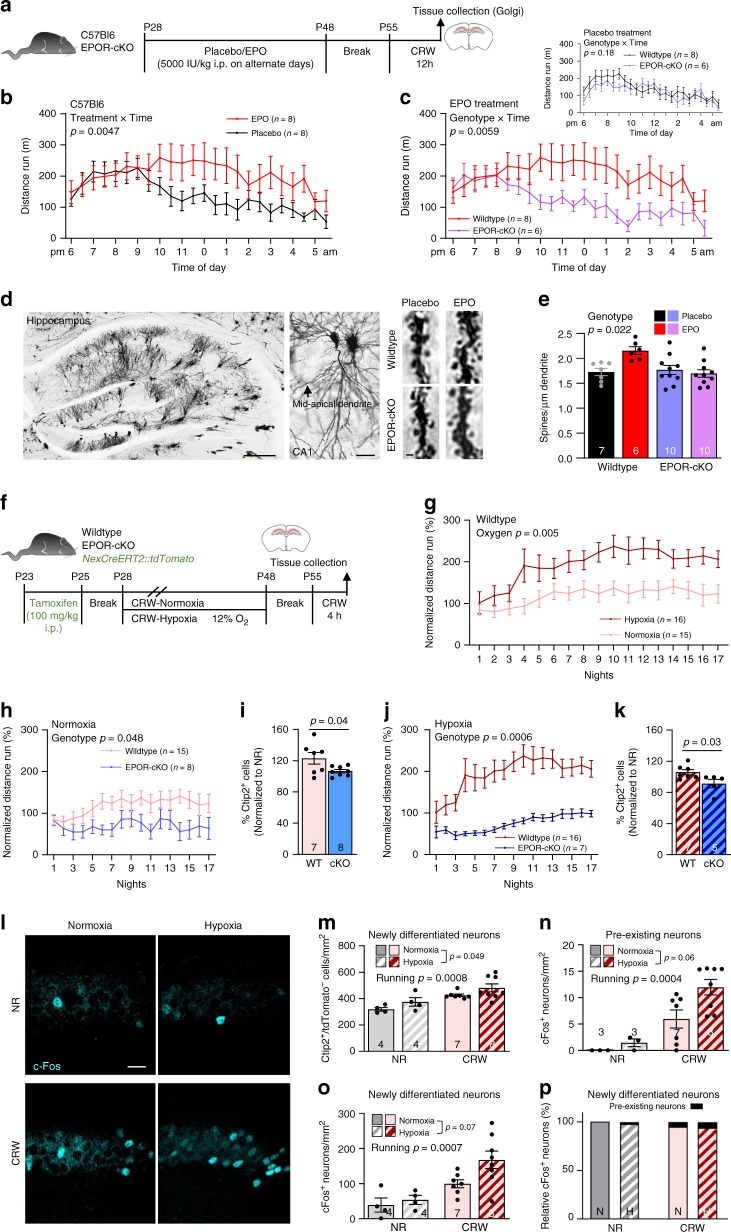
Targeted deletion of EPOR in pyramidal neurons attenuates EPO/hypoxia-induced motor learning. **a** Experimental design. **b** Total distance run by placebo (black) and EPO (red) treated WT mice. **c** Total distance run by WT (red) and EPOR-cKO mice (purple) following EPO; insert shows for comparison total distance run by WT (black) and EPOR-cKO mice (blue) upon placebo. **d** Representative images of hippocampal section processed with GolgiStain^TM^Kit (scale bar: 100 µm), CA1 pyramidal neurons (scale bar: 20 µm), and mid-apical dendrites (scale bar: 1 µm). **e** Quantification of dendritic spines in WT and EPOR-cKO mice treated with placebo or EPO. **f** Experimental design. WT and EPOR-cKO mice were exposed to NR or CRW under normoxia (21% O_2_) or inspiratory hypoxia (12% O_2_), starting at P28 for 3 weeks. After 1 week of break, CRW mice were again exposed to voluntary CRW for 4 h (cFos activation) before being sacrificed at P55 (results in **g**–**k**); *NexCreERT2::tdTomato* mice were injected with tamoxifen (5× i.p.—starting at P23) and exposed to same experimental paradigm (results in **l**–**p**). **g** CRW curves over 17 nights (normalized to mean distance over first three nights) of WT mice exposed to continuous inspiratory normoxia versus hypoxia. **h**–**k** Effect of EPOR deletion in pyramidal neurons: **h** CRW curves of WT and EPOR-cKO mice exposed to normoxia and **i** quantification of their Ctip2^+^ cells in CA1 (normalized to NR controls). **j** CRW curves of WT and EPOR-cKO mice exposed to inspiratory hypoxia, and **k** quantification of their Ctip2^+^ cells in CA1 (normalized to NR controls). **l** Representative images of cFos^+^ neurons (cyan) in NR and CRW mice exposed to normoxia or hypoxia (scale bar: 25 µm). **m** Quantification of newly formed neurons (Ctip2^+^/tdTomato^−^) in NR and CRW mice exposed to normoxia or hypoxia. **n**, **o** Quantification of active neurons classified as pre-existing neurons (cFos^+^/Ctip2^+^/tdTomato^+^) or as newly formed neurons (cFos^+^/Ctip2^+^/tdTomato^−^) in CA1 of mice quantified in **m**. **p** Presentation of the small percentage of pre-existing neurons among cFos^+^ neurons. Data given as mean ± SEM; two-tailed Student’s *t*-test (i & k) or two-way ANOVA; mouse *n* numbers in panels. Source data of graphs **b**, **c**, **e**, **g**–**k**, and **m**–**p** provided as Source Data File.

### Mild inspiratory hypoxia acts synergistically with cognitive challenge

Since learning to run on CRW leads to endogenous (‘functional’) hypoxia in pyramidal neurons, as demonstrated by ODD labeling, and since pyramidal EPO and EPOR mRNAs are upregulated by functional hypoxia, we wondered whether CRW exposure for several weeks would (similar to rhEPO treatment) also lead to more pyramidal neurons. Moreover, would a sustained exposure of mice to a mild exogenous (inspiratory) hypoxia (12% O_2_), when coinciding with running activity, result in similar or even synergistic effects, i.e., better learning performance and more neurons in the stratum pyramidale? In the respective large-scale, multi-arm experiment over 3 weeks, we indeed detected improved motor learning and endurance on the CRW of mice under mild hypoxia when compared to normoxia (Fig. 4f–k). To unequivocally demonstrate that the neuronal EPO/EPOR system is responsible for the observed effects, we employed again our mice with targeted deletion of the *Epor* gene in pyramidal neurons. In fact, lack of EPOR in pyramidal neurons resulted in a distinct reduction of the learning curve slope over time, both under normoxic and hypoxic conditions, when compared to the respective WT controls. Also, non-running EPOR-cKO mice have already less pyramidal neurons independent of hypoxia (normoxia: 7834.07 ± 223.18 in cKO versus 9377.48 ± 864.48 in WT; hypoxia: 8431.51 ± 320.40 in cKO versus 10730.78 ± 497.00 in WT; overall genotype effect *p* = 0.0012) and fail to show the increase in pyramidal neurons found in WT mice upon running with or without hypoxia (Fig. 4f–k).

### Expression of cFos marks newly differentiated neurons

Under both normoxic and hypoxic conditions, we counted more recently differentiated (EdU negative) pyramidal neurons in runners than in non-runners in the hippocampal CA1 field. We thus wondered whether the newly differentiated pyramidal neurons, generated in mice placed into CRW cages, are functional. To address this question, we challenged animals for 3 weeks in CRW (with or without mild inspiratory hypoxia) but moved them first back to regular cages for 1 week, in analogy to the rhEPO treatment scheme. Then, we re-exposed the mice to CRW for only 4 h at the beginning of their dark phase. Immediately thereafter, they were sacrificed and brains processed for IHC. As readout of neuronal activity and functional integration, cFos expression^29^ was used again and found to be enhanced following hypoxia, and in particular after running. Unexpectedly, cFos was mainly detected in the recently differentiated neurons, whereas the fraction of pre-existing neurons expressing cFos was small (Fig. 4l–p).

## Discussion

Taken together (Fig. 5), we have discovered that EPO - experimentally and clinically shown to improve cognition^9–17^ - stimulates a previously unrecognized mechanism of cellular neuroplasticity. Specifically, rhEPO (when peripherally administered) enters the brain, where it mimics the effects of endogenous neuronal EPO/EPOR signaling, stimulating dendritic spine formation on mature cells, and the differentiation of new pyramidal neurons from pre-existing (non-proliferating) precursors, the identity of which is currently unknown.

**Fig. 5:**
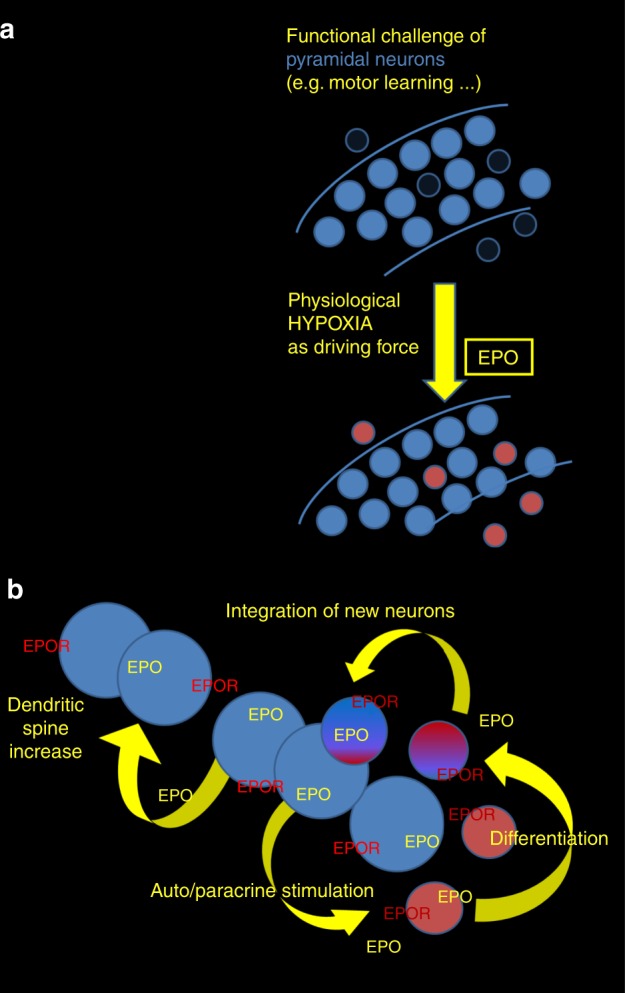
Comprehensive working model of EPO function in the brain. Panels illustrate the suggested cellular mechanisms and effects of EPO/EPOR in CA1 (hypotheses and respective figure created by Hannelore Ehrenreich). **a** Functional challenge of pyramidal neurons (blue) via, e.g., learning of new complex tasks provokes physiological hypoxia of the involved neurons. Hypoxia in turn induces neuronal production/release of EPO, which initiates differentiation of diverse non-proliferating precursors (red) with currently unknown identity to neurons. **b** Neuronal EPO binds in an auto/paracrine manner to EPOR on pyramidal neurons (blue), leading to an increase in dendritic spines. EPO simultaneously binds to EPOR on likely diverse neighboring cells (red), ready to differentiate into neurons on demand. Together, these integrative steps may explain the consistently found improvement of cognitive function under rhEPO treatment and, even more importantly, delineate physiological mechanisms, accomplishing lasting adaptation to challenge via the brain EPO system.

The EPO-responsive cells undergoing adult neurogenesis likely have no defining single genetic marker, suitable for CreER-based lineage tracing (unlike the EPO-responsive OPC^17^). Not even direct transdifferentiation of endothelial and astroglial cells or dedifferentiation of neurons can be completely excluded at this point. Jak2-Stat5 signaling, however, a pathway important for neuronal EPOR effects^18,20^, is known in various tissues to induce terminal differentiation, not dedifferentiation.

We hypothesize that the entire precursor cell lineage that is ready to differentiate toward pyramidal neurons in adult mice remains ‘in flow’. Similar to adaptive metabolic pathways, in which the ‘flux’ of metabolites matters more than the different steady-state concentrations, also in the proposed neuronal lineage progression, the EPO-responsive progenitor cells may never constitute abundant clusters in a cross-sectional steady-state analysis. This is remarkably similar to the effects of EPO on multiple precursors at different stages in the hematopoietic system^1,30–32^.

Pyramidal neurons, when challenged by novel tasks, undergo mild hypoxia, as detected here by ‘ODD labeling’, using hypoxia reporter mice. This activity-induced ‘functional hypoxia’ stimulates endogenous EPO expression by pyramidal neurons. In parallel, we find also EPOR expression enhanced, caused either directly by hypoxia^33^ or by EPO in an auto/paracrine manner^34^. When EPOR expression is deleted from pyramidal neurons, the endogenous EPO/EPOR system can no longer contribute to adaptive increase in performance.

Contrary to popular viewpoints that hypoxia is detrimental, recent reviews also consider beneficial effects and protection against cognitive dysfunction^35,36^. Our data using CRW indicate that hypoxia can act as driving force of long-lasting cellular neuroplasticity, complementing synaptic plasticity. Neuronally produced EPO/EPOR likely constitutes an auto/paracrine mechanism, possibly in concert with other hypoxia-inducible genes, like vascular endothelial growth factor, which has previously also been reported to enhance cognition^37^. We suggest a model of an intrinsic EPO/EPOR-mediated mechanism of cellular neuroplasticity (Fig. 5), in form of a fundamental regulatory circle, which can explain the remarkable procognitive effects of rhEPO, consistently found in humans and rodents, health and disease^9,10,12,14–16,38^.

A recent study documented EPO mRNA in different neural cell types in the embryonic brain (mouse organogenesis cell atlas—MOCA^39^). The extraordinarily low expression of EPO and EPOR in the adult brain may explain why this system has previously not been rigorously studied. So far, we have focused on the hippocampal CA1 region, where we had obtained first evidence of substantially increased neuron numbers after rhEPO treatment^17^. CA1 is involved in temporal pattern association and different facets of memory formation and consolidation^40^. Future studies will have to address EPO/EPOR functions in other CNS regions, including cortical areas known to be also engaged in CRW learning^41^, as well as neuron–glial interactions.

‘Adult neurogenesis’ from pre-existing precursors without proliferation extends the concept and pivotal work from many groups who discovered adult neurogenesis in distinct brain regions based on the selective labeling of proliferating cells in S-phase^42–48^. More complex than oligodendrogenesis from pre-existing precursors^49^, multiple neuronal progenitors may be relevant for maintaining neuron numbers in steady state, for adjustment to demand, and for rapid regenerative processes. The genetic approach of EPOR deletion in pyramidal neurons, together with the discovery of ‘functional hypoxia’ in the behaving brain, allowed us to propose a novel working model (Fig. 5). This model may add to our present concepts of neuroplasticity and adult neurogenesis.

## Methods

### Experimental models and mouse genetics

All experiments were approved by and conducted in accordance with the regulations of the local Animal Care and Use Committee (Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit, LAVES). WT C57BL/6N (Charles River), *NexCreERT2*^21^, *R26R-tdTomato*^50^, *Thy1-YFPH* (Jackson Laboratory, 003782), *CAGCreERT2-ODD*^28^, *NexCre*^51^, and EPOR-floxed (EPOR^fl/fl^) mice were used for the experiments. Juvenile (P23) and adult (3 months old) mice were used in this study. For genetic labeling of projection neurons, *NexCreERT2* mice were bred with *Rosa26 floxed-stop tdTomato (R26R-tdTomato)* reporter mice to generate *NexCreERT2:R26R-tdTomato* mice. For labeling cells undergoing hypoxia, *CAGCreERT2-ODD* mice were employed^28^. Briefly, a fusion protein consisting of the ODD domain of Hif-1α and a ubiquitous *CAGCreERT2* is expressed upon tamoxifen induction. *CAGCreERT2-ODD* were bred with *R26R-tdTom*ato to generate *CAGCreERT2-ODD:tdTomato* reporter mice. Upon tamoxifen induction, cells are irreversibly labeled with tdTomato containing stabilized Hif-1α. *NexCre::Epor*^*fl/fl*^ mice were generated to specifically delete *Epor* in projection neurons. For the generation of *Epor*^*fl/fl*^ mice, embryonic stem cells (ES) harboring an engineered allele *(Epor*^*tm1a(KOMP)Wtsi*^*)* of the *Epor* gene were acquired from the Knockout Mouse Project (KOMP, University of California, Davis CA 95618, USA). ES cells were microinjected into blastocysts derived from C57BL/6N mice and the embryos were transferred to pseudopregnant foster mothers, yielding chimeric males. For ES clone *EPD0316_5_A03*, germline transmission was achieved upon breeding with C57BL/6N females, generating mice harboring the *Epor*^*tm1a(KOMP)Wtsi*^ allele (termed *Epor*^*lacZ-neo*^). The lacZ-neo cassette was excised in vivo upon interbreeding with mice expressing FLIP recombinase (*129S4/SvJaeSor-Gt(ROSA)26Sor*^*tm1(FLP1)Dym/J*^; backcrossed into C57BL/6N), yielding mice carrying the *Epor*^*tm1c(KOMP)Wtsi*^ allele (termed *Epor*^*flox*^). To recombine the *Epor* gene specifically in projection neurons, exons 3–6 were excised in vivo upon appropriate interbreedings of *Epor*^*tm1c(KOMP)Wtsi*^ mice with mice expressing Cre recombinase under control of the *Nex1/Neurod6* promoter^51^, generating mice carrying the *Epor*^*tm1d(KOMP)Wtsi*^ allele (*NexCre::Epor*^*fl/fl*^ mice).

All mice were housed in a temperature controlled environment (21 ± 2 °C) on a 12 h light–dark cycle with food and water available ad libitum. Male mice of the same age were used for the experiments, unless stated otherwise. All animals were genotyped before the start of each experiment. Detailed PCR protocols are available on request.

### Mouse treatment

*Tamoxifen:* Tamoxifen solution (10 mg/ml) was freshly prepared by dissolving tamoxifen freebase (Sigma) in corn oil (Sigma) at room temperature (RT) for 45 min. Postnatal CreERT2 activity in *NexCreERT2* mice was induced by a total of five i.p. injection of 100 mg/kg tamoxifen over the course of 3 days in juvenile mice. For CreERT2 induction in adult *NexCreERT2* mice, a total of ten i.p. injections of 100 mg/kg tamoxifen were administered over the course of ten consecutive days. For the desired induction of CreERT2 in *CAGCreERT2-ODD* mice, a single i.p. injection of 100 mg/kg tamoxifen was sufficient.

*EPO:* Male mice were i.p. injected with 5000IU/kg rhEPO (NeoRecormon, Roche) or placebo (solvent solution, 0.01 ml/g). At 48 h after the last tamoxifen injection, EPO/placebo treatment was initiated in P28 or 3-month-old *NexCreERT2, Thy1-YFPH* and also in P28 old WT and *NexCre::EPOR*^*fl/fl*^ mice, and carried out every other day for 3 weeks. For DropSeq analysis, EPO was administered once followed by tissue collection 6 h later. Additionally, for labeling of proliferating cells, *NexCreERT2* mice obtained EdU (0.2 mg/ml; ThermoFisher) via drinking water (exchanged on all alternate days).

*Hypoxia:* The hypoxia chamber was designed in cooperation with Coy Laboratory Products Inc. (Grass Lake, MI, USA) with the dimensions 164 cm × 121 cm × 112 cm. The system includes an air filtration system consisting of carbolime and activated charcoal. The oxygen and carbon dioxide levels were constantly detected and controlled via online monitoring. A gradual reduction of 3% oxygen per day resulted in 12% oxygen level in 3 days and was maintained until the end of the experiment. During the course of the experiment, mice were treated with EdU via drinking water as described above.

### Complex running wheels (CRW)

Post weaning, mice were single-housed and tamoxifen treatment was initiated for *NexCreERT2::tdTomato* mice (described above). *NexCreERT2::tdTomato* and *NexCre::EpoR*^*fl/fl*^ mice were divided into four groups and monitored for 17 days. Groups included (1) normoxic room conditions (at 21% O_2_) in standard cages, (2) normoxic conditions with voluntary running on CRW, (3) hypoxic conditions (hypoxia chamber to 12% O_2_) in standard cages, and (4) hypoxic conditions with voluntary running on CRW. CRW (TSE Systems, Bad Homburg, Germany) is characterized by randomized missing bars as previously described^26,41^. The testing period of 17 days was followed by 1 week of normal conditions for all groups (no running, normoxia). The mice that were previously running (in normoxic or hypoxic conditions) were finally exposed again to CRW for 4 h (as cFos inducing challenge) before being sacrificed (Fig. 4f). For ISH experiments, male WT mice (P55) were exposed to 5, 9, or 13 h of CRW (Fig. 3a). For the experiment involving *CAGCreERT2-ODD::tdTomato* mice, animals were exposed to overnight complex wheel running (Fig. 3e). Running was voluntary at all times with ad libitum access to food and water. Control mice (no running) were housed in standard cages. Mice were sacrificed, perfused, and brains collected as described below. Running was tracked automatically via Phenomaster software (TSE Systems, Germany) for the whole day. Since mice are mainly night-active (dark phase), the total distance run between 6 p.m. and 6 a.m. was summarized for every individual animal. The total distance run on each night was normalized to the average distance of each animal run in the first 3 nights (data expressed as % performance in relation to the first 3 nights). For the experiments involving EPO treatment, mice were treated with EPO (5000IU/kg, 11 i.p. injections on alternate days for 3 weeks), followed by 1-week break. They were then exposed to 12 h of CRW overnight (Fig. 4a–c). Data for this experiment are expressed as distance run summarized for every 30 min.

### Immunohistochemistry (IHC)

Mice were anesthetized and perfused transcardially with 4% cold formaldehyde. Dissected brains were post fixed in 4% formaldehyde at 4 °C and equilibrated in 30% sucrose dissolved in phosphate-buffered saline (PBS) at 4 °C overnight. Brains were then embedded in cryoprotectant (O.C.T.^TM^ Tissue-Tek, Sakura) and stored at −80 °C. Whole mouse brains were cut into 30 μm thick coronal sections (coordinates from bregma: −1.34 to −2.54 mm posterior) using a cryostat (Leica) and stored in a cryoprotective solution (25% ethylene glycol and 25% glycerol in PBS) at −20 °C until further use. For analysis of dendritic spines and Map2 dendrites, the right hemisphere, destined to the neuronal structural analysis, was cut in 100 μm coronal sections with a vibratome (Leica VT 1000E, Leica), collected in three subseries and stored at 4 °C in PB 0.1 M with sodium azide (0.05%).

For IHC, sections were permeabilized in PBS containing 0.3% Triton X-100 and blocked in 5% horse serum for 1 h at RT. Brain sections were incubated with primary antibodies in blocking solution overnight at 4 °C, followed by 2 h incubation of appropriate fluorophore-conjugated secondary antibodies in blocking solution containing 3% horse serum (or 5% normal donkey serum) and counterstained with 4′,6-diamidino-2-phenylindole (DAPI). The sections were then mounted on SuperFrostPlus Slides (ThermoFisher) with Aqua-Poly/mount (Polysciences, Inc). Primary antibodies used were: anti-Ctip2 (1:500; Guinea pig polyclonal; SYSY 325005), anti-Map2 (1:1000; mouse monoclonal; Sigma M9942), anti-Tbr1 (1:200; rabbit monoclonal; Abcam ab183032), anti-Tle4 (1:200; rabbit polyclonal; Abcam ab64833), anti-NeuN (1:500; mouse monoclonal; Millipore MAB377), and anti-cFos (1:1000; rabbit polyclonal; SYSY 226003). Secondary antibodies used were: Alexa488 anti-Guinea pig (1:500; Jackson Immuno Research 706-548-148) and Alexa635 anti-mouse (1:400; ThermoFisher A31575). Depending on the need for a triple or a quadruple staining, Alexa405 anti-rabbit (1:1000; Abcam 175652) or Alexa647 anti-rabbit (1:500; ThermoFisher A31573) were used. Following IHC, sections were stained for EdU using Click-iT^TM^ EdU Alexa Fluor^TM^ 647 Imaging kit (ThermoFisher E10415), according to the manufacturer’s instructions.

### Golgi–Cox staining

Mice were anesthetized and decapitated. The brain was removed, shortly rinsed in PBS, and processed with the ND Rapid GolgiStain^TM^ Kit (FDNeuroTechnologies, PK401) according to the manufacturer’s instructions. After impregnation, the brains were embedded in 2% Agar Agar in PBS and cut in 100 µm coronal sections with a vibratome (Leica, VT 1000 S) and placed on gelatin-coated glass slides (FDNeuroTechnologies, PO101). The slices were stained and dehydrated as described in the kit protocol. Slices were mounted with Perimount (ThermoFisher).

### Imaging and analysis

*Pyramidal neurons:* Imaging was performed using the Andor Eclipse TiE microscope system (Nikon, Tokyo, Japan) with a 40× objective (Plan Apo λ 40×, NA = 0.95) to image the hippocampal layers. Ctip2^+^ cells among total neuron numbers were manually counted. Ctip2^+^ and tdTomato^−^ cells were characterized as newly generated neurons. Quantifications are expressed as number of newly generated neurons divided by the total area of CA1 stratum pyramidale (mm^2^). For Ctip2 staining, a total of 16 hippocampi with 8 sections per animal were used. Quadruple (tdTomato, Ctip2, cFos, and EdU) staining was acquired with a TCS SP5-II System (Leica) equipped with a 20× objective (NA = 0.70). For total Ctip2^+^ counts, six hippocampi with three sections per animal were used. Quantifications for CRW mice were expressed as percentage of Ctip2^+^ cells normalized to their respective non-running controls. Whole hippocampi were imaged and analyzed by Fiji software. Neurons showing positive immunoreactivity for cFos were identified and quantified manually. These neurons were further sub-categorized into pre-existing (cFos^+^, tdTomato^+^, Ctip2^+^) or newly generated (cFos^+^, tdTomato^−^, Ctip2^+^) neurons. Again, quantifications are indicated as cFos^+^ cells divided by the total area of the CA1 stratum pyramidale (mm^2^). For cFos staining, a total of eight hippocampi with four sections per animal were used. For quantification of hypoxic neurons, whole hippocampus sections of *CAGCreERT2-ODD::tdTomato* mice were imaged. The tdTomato^+^ cells were characterized as neurons undergoing hypoxia and manually quantified. Quantifications are expressed as number of hypoxic neurons divided by the total area of CA1 stratum pyramidale (mm^2^). A total of ten hippocampi with five sections per animal were used. The cFos^+^ cells were also analyzed as described above. For Map2^+^ dendritic density analysis, the stratum radiatum of the CA1 region was imaged using a laser scanning confocal microscope (Leica TCS SPE). Per animal, three dorsal hippocampal slices were selected starting at bregma −1.58 mm. Confocal *z*-stacks (0.38 µm intervals) of whole sections were taken using a 63× objective (NA = 1.40). Per hippocampus, three images were captured, and four fields of the dimension 36.67 µm × 36.67 µm were analyzed in each image (total 36 fields per animal). Images were processed using Fiji software and Map2^+^ principal apical dendrites were manually quantified. The quantifications are expressed as number of Map2^+^ dendrites divided by the area of each image (1344.7 µm^2^).

*Dendritic spines:* Images were captured using a 63× oil immersion objective (NA = 1.40) and a 3.5× additional digital zoom to investigate the first 200 µm of the principal apical dendrite in segments of 50 µm. Confocal *z*-stacks (0.38 µm intervals) of whole sections were performed. Dendrites included in the study were at least 200 µm in length. Per animal, six such dendrites of six different *Thy1-YFPH* expressing pyramidal neurons were randomly selected from the CA1 region. The stitching plugin in Fiji software (2.0.0) was used to reconstruct three-dimensional images of the apical dendrites. The spines were further sub-categorized as proximal (0–50 µm), medial (50–100 µm), medial-distal (100–150 µm), and distal (150–200 µm) segments of the dendrite, depending on their distance from the soma. The total density of spines was also analyzed. Based on their morphology^23,52^, the spines were manually divided into (1) stubby, i.e., length of the protrusion was <1 µm and no neck is observed; (2) mushroom, when a clear head-like structure could be observed (maximum diameter of the head was at least 1.5 times the average length of the neck) and the total length of the protrusion was <1.5 µm; and (3) thin, i.e., the length of the protrusion was >1.5 µm or the length was between 1 and 1.5 µm and a clear head-like structure could not be distinguished.

For dendritic spine quantification using the Golgi–Cox method: Images were acquired using the Nikon Ti2 using a 100× objective (NA = 1.45). Stretches of mid-apical dendrites in CA1 pyramidal neurons were recorded with a *z*-stack size of 0.3 µm. Per animal, ten dendrites of ten different cells were quantified for the number of spines (calculated as spines per µm dendrite).

*RNAscope in-situ hybridization (ISH):* RNAscope® 2.5 HD Brown Reagent Kit (CatNo.322300), Advanced Cell Diagnostics (ACD), Hayward, CA, USA was used for the detection of EPO and EPOR mRNA. ISH was performed according to the manufacturer’s instructions. Briefly, coronal cryosections of 15 µm thickness were mounted on SuperFrostPlus Slides, dried, and stored at −80 °C. Sections were then pretreated by dropwise addition of hydrogen peroxide and incubated for 10 min at RT. Slides were immersed in boiling target retrieval buffer for 15 min, followed by incubation with protease plus for 30 min at 40 °C. Sections were then hybridized with the corresponding target probe Mm-Epo-01 (CatNo.444941) or Mm-Epor (CatNo.412351) for 2 h at 40 °C, followed by a series of amplification and washing steps. Chromogenic signal detection was performed with 3,3′-diaminobenzidine (DAB) incubation for 20 min at RT. Sections were counterstained with 50% Mayer’s hemalum (Merck) and mounted with EcoMount (BioCare Medical). Brown punctate dots in the CA1 were counted in a total of 12 hippocampi with 6 sections per animal using a light microscope (Olympus BX-50, Tokyo, Japan) equipped with a 100× oil immersion objective (NA = 1.35) and normalized to the area of the respective region (mm²). Sagittal 15 µm sections from kidney (P55) and heart (E11.5) of WT mice were used as positive controls for EPO and EPOR, respectively. According to manufacturer’s instructions, each dot represents a single molecule of mRNA in these sections. The quantification is normalized and presented as percentage of the mean dot number of groups and time points [% value = (number/mm²)/(mean dot number/mm²) × 100].

### Drop sequencing

*Tissue dissociation:* Juvenile male WT mice (P28; three mice/group to allow biological replication) were injected i.p. with placebo or EPO and sacrificed after 6 h. The hippocampi were dissected and sliced into 600 µm sections using McIlwain Tissue chopper (Cavey Laboratory Engineering Co. Ltd). The CA1 region was digested with a working solution of Papain/DNaseI in Earle’s Balanced Salt Solution, according to manufacturer’s instructions (Worthington Biochemical Corp). The samples were then incubated at 37 °C for 40 min with constant agitation before gentle manual trituration. The samples were centrifuged for 10 min at 200 × *g* at 4 °C. After discarding the Papain/DNaseI supernatant, cells were resuspended in 1 mL of sterile DMEM/F12 (Sigma) without phenol-red containing 3% fetal bovine serum (FBS; Life Technologies) and the suspension was passed through a 40 µm strainer cap (Corning) to yield a uniform single-cell suspension.

*Single-cell barcoding and library preparation:* Barcoded single cells, or STAMPs (single-cell transcriptomes attached to microparticles), and cDNA libraries were generated following the protocol^53^. Briefly, single-cell suspensions (100 cells/μl), droplet generation oil (Bio-Rad), and barcoded microparticles (ChemGenes; 120 beads/μl) were co-flowed through a FlowJEM aquapel-treated DropSeq microfluidic device (FlowJEM) and droplets were generated for 15 min. Captured RNA on the bead surface was recovered by washing the beads in saline-sodium citrate buffer and perflurooctanol solutions, and then reverse transcribed using Maxima H minus reverse transcriptase kit (ThermoFisher). Excess primer on the surface of the bead uncaptured by an RNA molecule was digested using Exonucleases I kit (ThermoFisher). A cDNA amplification PCR was performed using 10 µM SMART PCR primer and 2X Kapa HiFi HotStart ReadyMix (Kapa Biosystems) with 5000 beads per tube, and amplified for nine PCR cycles. The resulting samples were purified using AMPureXP beads (Beckman Coulter) and the quality and concentration of the cDNA was assessed using High-sensitivity DNA bioanalyzer (Agilent Technologies). Library sizes were adjusted using the Nextera Amplicon Tagmentase enzyme and DNA was amplified for 14 cycles using 10 µM New-P5-SMART PCR hybrid oligo, 10 µM Nextera Index, and the Nextera PCR mix (Nextera XT DNA Library Preparation kit; Illumina). Tagmented libraries were again purified (AMPureXP), quality controlled (high-sensitivity DNA Bioanalyzer), quantified (Qubit dsDNA HS assay kit; Life Technologies), and sequenced (Illumina Hi-seq 2500). All assays mentioned above have been performed according to manufacturer’s protocol.

*Single-cell RNA-seq processing:* Unique molecular identifier (UMI) gene counts for each group (placebo or EPO) was imported into R (v3.4.1). *Seurat* (v2.3.0) function within the R environment was used for filtering, normalization, canonical correlation analyses (CCA), unsupervised clustering, visualization, and differential expression analyses.

*Filtering and data normalization:* Cells with minimum and maximum of 1000 and 8000 genes expressed (≥1 count), respectively, and the genes that were expressed in at least three cells were retained. Cells with >40% of counts on mitochondrial genes were excluded (Supplementary Fig. 1). After filtering, there were 14,061 genes in 390 cells from placebo and 14,971 genes in 583 cells from EPO group.

Gene UMI counts for each cell were normalized via natural-log normalization of gene UMI counts divided by total UMI counts per cell and scaled by 10,000. After normalization, scaled expression (*z*-scores for each gene) for downstream analyses was calculated.

*Canonical correlation analysis:* Integration of scRNA-seq data from the two groups (placebo and EPO) was performed using CCA. Top 1000 highly variable genes from each group were used to calculate canonical correlation vectors (reduced dimension) and subsequently, first 20 vectors were aligned using dynamic time warping.

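Alignment by dynamic time warping is not part of Seurat 5.3.0, so the anchor-based integration of that version was used in its place. As an alternative, cells were clustered directly on the 20 canonical vectors, scaled per cell. This setting was chosen after seeing the data, from 32 clusterings whose results had been looked at. The immature glutamatergic-like cluster then held 50 cells and was led by Nxph3, Pamr1, Cntnap4 and Cwh43, with the highest level of 9 of the 10 marker genes among the glutamatergic-like clusters. It made up 5.52%, 4.65% and 1.09% of the cells of placebo mice 1, 3 and 5, and 7.43%, 7.38% and 3.66% of the cells of EPO mice 2, 4 and 6. The means were 3.75% ± 2.35 and 6.16% ± 2.16 (SD, n = 3 mice each; two-sided exact permutation test, p = 0.3). Within D1 and within D2 the EPO mice lay 2.35 and 4.43 percentage points higher. Over pooled cells, 13 of 390 and 37 of 583 cells belonged to the cluster (two-sided Fisher's exact test over cells, p = 0.0385).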

*Clustering, visualization, and differential expression:* Clustering was performed using “*FindClusters*” function with default parameters with resolution set to 1 and first 20 CCA aligned dimensions were used in the construction of the shared-nearest neighbor graph and to generate two-dimensional embeddings for data visualization using *t*SNE. Based on the visualization the glutamatergic cluster 0 and 1 were merged manually to represent a single cluster. The percentages of ‘immature glutamatergic cells’ for each mouse were: placebo 1.6%, 2.3%, and 4.3%; EPO 3.7%, 6.8%, and 7.0%. We used the “*FindAllMarkers*” function with default parameters and tested genes with a detected threshold of minimum of 25% of cells in either of the two clusters. Genes with an adjusted *p* < 0.01 were considered to be differentially expressed (for a list of cluster markers see Source Data File). A heatmap showing the top ten marker genes, i.e., differentially expressed genes per cluster is provided in the Supplementary Fig. 2.

*Cell trajectory (pseudotime) analysis:* Trajectory analysis of cells from the ‘Immature Glutamatergic’ and ‘Mature Glutamatergic1’ clusters (*n* = 502) was performed in *Monocle*2^25^. The trajectory was constructed according to the documentation of *Monocle*2. Prior to cell ordering, reclustering was performed to confirm robust detection of the immature cluster across methods, which revealed three clusters (one cluster largely corresponding to *Seurat*’s ‘Immature Glutamatergic’ cluster and two corresponding to *Seurat*’s ‘Mature Glutamatergic1’ cluster; Supplementary Fig. 3a). Subsequently, dimension reduction using the ‘DDRTree’ method was performed. Differentially expressed genes (*q* < 0.01) between the three clusters obtained by reclustering in *Monocle*2 were used as input for pseudotemporal ordering.

### Quantification and statistical analysis

All statistical analysis was performed using GraphPad Prism 5. For comparisons across multiple groups, a two-way analysis of variance (ANOVA) was used. For comparisons across two groups, an unpaired Student’s *t*-test was performed. A *p* < 0.05 is considered statistically significant. Variance was similar between compared groups for their respective experiments. All values represent mean ± SEM (standard error of the mean). All analysis and quantification were performed in a double-blinded fashion.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. A Source Data File is provided. Raw and processed scRNA-seq data are available via the GEO with accession code GSE144444.

## Source data

Source Data File

# Supplementary material for: Functional hypoxia drives neuroplasticity and neurogenesis via brain erythropoietin
**Source:** Nat Commun. 2020 Mar 9;11:1313. doi: 10.1038/s41467-020-15041-1
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used for data collection

Data analysis

Phenomaster software (v5.3.8, TSE Systems, Germany), Fiji software (v2.0.0), GraphPad Prism 5, R (v3.4.1), R packages Seurat (v2.3.0) and Monocle2 (v2.10.1)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw and processed scRNA-seq data are available via GEO accession code GSE144444. Analysis scripts are accessible on:  
[https://github.com/AgnesSteixner/EPO\\_Wakhloo\\_et\\_al\\_NATCOMM](https://github.com/AgnesSteixner/EPO_Wakhloo_et_al_NATCOMM).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample sizes were selected on the basis of previous experiments (e.g. Hassouna et al. 2016, Janova et al. 2019). Sample sizes were chosen in a way that statistical significant differences between groups could be detected with a minimum number of animals used. |
| Data exclusions | Datasets were screened for statistical outliers using the Grubbs test. Only significant outliers were excluded ( $p < 0.05$ ).                                                                                                                                          |
| Replication     | All attempts at replication were successful. Experiments were carried out at least three times unless otherwise indicated.                                                                                                                                              |
| Randomization   | Animals were randomly assigned to experimental groups, otherwise genotype-based comparisons were made.                                                                                                                                                                  |
| Blinding        | The experimenters were unaware of treatment and genotypes in all experiments (fully blinded).                                                                                                                                                                           |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                                |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                                                                                                                                                                                                                                                                               |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                |
|-------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates. |
|-------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Research sample          | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source. |
| Sampling strategy        | Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.                                                                                                                                                                                       |
| Data collection          | Describe the data collection procedure, including who recorded the data and how.                                                                                                                                                                                                                                                                                                                                                                        |
| Timing and spatial scale | Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken                                                                                                                                                       |
| Data exclusions          | If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                       |
| Reproducibility          | Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.                                                                                                                                                                                                                 |
| Randomization            | Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.                                                                                                                                                                                                                                                      |
| Blinding                 | Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.                                                                                                                                                                                                                                                                           |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                          |                                                                                                                                                                                                                                                                                                                                |
|--------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions         | Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).                                                                                                                                                                                                                      |
| Location                 | State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).                                                                                                                                                                                         |
| Access and import/export | Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information). |
| Disturbance              | Describe any disturbance caused by the study and how it was minimized.                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                      | Involved in the study                                           |
|--------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                      | Involved in the study                           |
|--------------------------|-------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Ctip2 - SYSY 325005, Lot n°325005/1-3, polyclonal guinea pig</p> <p>Map2 - Sigma M9942, monoclonal mouse, clone HM-2</p> <p>Tbr1 - Abcam ab183032, Lot n°GR 32233019-1, rabbit monoclonal, clone number EPR8138(2)</p> <p>Tle4 - Abcam ab64833, Lot n° GR 52441-17, rabbit polyclonal</p> <p>NeuN - Millipore MAB377, Lot n° 2118033, mouse monoclonal, clone A60</p> <p>cFOS - SYSY 226003, Lot n° 226003/4-66, polyclonal rabbit</p> |
| Validation      | The antibodies used in the manuscript are all commercially available. All the antibodies used here have been well characterized                                                                                                                                                                                                                                                                                                           |

and validated by the providers or previous publications. For all the antibodies used, the respective manufacturers have validated them for IHC and specificity in mouse.

Ctip2 – Manufacturer website states it works for IHC in mouse, referenced in Hassouna et al. (2016)

Map2 – Manufacturer website states it works for IHC in mouse. The manufacturer states that the antibody may be used in various immunochemical techniques including immunoblotting, immunohistochemistry, and immunocytochemistry.

Tbr1 – Manufacturer website states it works for IHC in mouse.

Tle4 – Manufacturer website states it works for IHC in mouse, referenced in several independent publications, e.g. Bandyopadhyay S et al.(2017), Patel D et al.(2018)

NeuN – referenced by several independent publications, e.g. Sarnat et al, 1998, Yufune et al, 2015.

cFOS – Manufacturer website states it works for IHC in mouse. referenced in several independent publications, e.g. Fernandez-Albert et al (2019), Bian et al (2019).

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                                  |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | <i>State the source of each cell line used.</i>                                                                                                                                                                                  |
| Authentication                                                       | <i>Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.</i>                                                                                            |
| Mycoplasma contamination                                             | <i>Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.</i> |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | <i>Name any commonly misidentified cell lines used in the study and provide a rationale for their use.</i>                                                                                                                       |

## Palaeontology

|                     |                                                                                                                                                                                                                                                                                      |
|---------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).</i>                                                                          |
| Specimen deposition | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods      | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice were housed in a temperature controlled environment (21±2°C, 47% humidity) on a 12h light–dark cycle with food and water available ad libitum. WT C57BL/6N (Charles River), NexCreERT221, R26R-tdTomato50, Thy1-YFPH (Jackson Laboratory, 003782), CAGCreERT2-ODD28, NexCre51 and EPOR-floxed (EPOR <sup>fl/fl</sup> ) mice were used for the experiments. Male juvenile (P23) and adult (3 months old) mice were used in this study. |
| Wild animals            | The study did not involve wild animals                                                                                                                                                                                                                                                                                                                                                                                                         |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                    |
| Ethics oversight        | All experiments were approved by and conducted in accordance with the regulations of the local Animal Care and Use Committee (Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit, LAVES).                                                                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                      |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | <i>Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural &amp; social sciences study design questions and have nothing to add here, write "See above."</i> |
| Recruitment                | <i>Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.</i>                                                                                                                                                           |
| Ethics oversight           | <i>Identify the organization(s) that approved the study protocol.</i>                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i>                            |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>                              |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i> |
| Outcomes                    | <i>Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.</i>          |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                    |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <i>For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.</i>                                         |
| Files in database submission                                       | <i>Provide a list of all files available in the database submission.</i>                                                                                                                                           |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | <i>Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.</i> |

### Methodology

|                         |                                                                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | <i>Describe the experimental replicates, specifying number, type and replicate agreement.</i>                                                                                      |
| Sequencing depth        | <i>Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.</i> |
| Antibodies              | <i>Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.</i>                                |
| Peak calling parameters | <i>Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.</i>                                   |
| Data quality            | <i>Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.</i>                                        |
| Software                | <i>Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.</i>        |

## Flow Cytometry

### Plots

- Confirm that:
- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                            |
|--------------------|----------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | <i>Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.</i> |
| Instrument         | <i>Identify the instrument used for data collection, specifying make and model number.</i>                                 |

|                           |                                                                                                                                                                                                                                                       |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Software                  | <i>Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.</i>                                                                     |
| Cell population abundance | <i>Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.</i>                                                                                  |
| Gating strategy           | <i>Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.</i> |

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                                                                                                                                                                                                                   |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | <i>Indicate task or resting state; event-related or block design.</i>                                                                                                                                                                                             |
| Design specifications           | <i>Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.</i>                                                                  |
| Behavioral performance measures | <i>State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).</i> |

### Acquisition

|                               |                                                                                                                                                                                           |
|-------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | <i>Specify: functional, structural, diffusion, perfusion.</i>                                                                                                                             |
| Field strength                | <i>Specify in Tesla</i>                                                                                                                                                                   |
| Sequence & imaging parameters | <i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i> |
| Area of acquisition           | <i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used                                                                                                                           |

### Preprocessing

|                            |                                                                                                                                                                                                                                                |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | <i>Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).</i>                                                                       |
| Normalization              | <i>If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.</i> |
| Normalization template     | <i>Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.</i>                             |
| Noise and artifact removal | <i>Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).</i>                                                                 |
| Volume censoring           | <i>Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.</i>                                                                                                                           |

### Statistical modeling & inference

|                                                                           |                                                                                                                                                                                                                         |
|---------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | <i>Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).</i> |
| Effect(s) tested                                                          | <i>Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.</i>                                                   |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                                   |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | <i>Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.</i>                                                                                                                  |
| Correction                                                                | <i>Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).</i>                                                                                     |

## Models & analysis

| n/a                      | Involvement in the study                                              |
|--------------------------|-----------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Functional and/or effective connectivity     |
| <input type="checkbox"/> | <input type="checkbox"/> Graph analysis                               |
| <input type="checkbox"/> | <input type="checkbox"/> Multivariate modeling or predictive analysis |

Functional and/or effective connectivity

*Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

Graph analysis

*Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

How the deposited data were processed for this re-analysis (not part of the article)

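Single cells of CA1 from 3 mice given placebo and 3 mice given 5000 IU/kg EPO at postnatal day 28 were measured by Drop-seq 6 h after the injection. The authors deposited 1 table of raw UMI counts per gene and cell barcode, without normalization. The table holds 1000 barcodes for each mouse, before the filter on cells that the paper states. The aligner, genome build and annotation behind these counts, and how these barcodes were picked, are not stated in the paper's text. All 6000 barcodes could be assigned to a mouse by their names, and all values were whole numbers up to 3051. A gene without any UMI in a mouse was given as missing for that mouse and was set to 0.

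Barcodes with more than 1000 and at most 8000 genes and at most 40% UMIs of 27 mitochondrial genes were retained, as the methods state, which left 390 placebo and 583 EPO cells with 14061 and 14971 genes found in at least 3 cells. UMIs in retained cells summed to 1125458, 204479 and 1294180 in placebo mice 1, 3 and 5, and to 950910, 1948490 and 1387083 in EPO mice 2, 4 and 6. Placebo mouse 3, with 43 cells, limits the precision of every placebo mean.

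Cells were clustered in R 4.3.3 with Seurat 5.3.0. Counts were log-normalized to 10000 per cell, the 1000 most variable genes per treatment were taken by dispersion, the treatments were integrated by anchors from canonical correlation analysis on 20 dimensions, and the neighbor graph of 20 principal components was clustered at resolution 1. A cluster was named after the cell type with the highest mean level of markers set before the data were examined, among types with at least 3 markers seen in at least 10% of its cells. This requirement on the choice of type was added after 1 cluster of an alternative setting had stayed without a name. The immature glutamatergic-like cluster is the glutamatergic-like cluster with the highest mean level of the 10 genes that the paper names. Doublets were called per mouse by Scrublet and were kept. The caller marked 65.1% of the cells of placebo mouse 3 and at most 4.27% elsewhere, so its calls in placebo mouse 3 are not usable.

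Shares of cells were computed per mouse and compared between treatments by two-sided exact permutation tests of 3 mice against 3. Fisher's exact test over pooled cells, which the paper used, is given beside them. Confidence intervals of shares are exact (Clopper-Pearson, 95%), and the limit of a count of 0 is taken as 3 counts. The D number of the labels was used as a block in an alternative. For shares of cells with UMIs of several genes, each cell was thinned to 1500 UMIs. Pseudotime was computed by diffusion pseudotime in scanpy 1.11.5 (Python 3.11.15) on genes seen in at least 25% of either cluster and with an adjusted p under 0.01 between them, with 15 neighbors, because Monocle2 was not available. Reclustering used the Leiden algorithm at resolution 0.5.

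For tests across genes, UMI counts were summed per mouse, scaled by a trimmed mean of log ratios, and turned into log2 CPM with a pseudocount of 2 UMIs at the mean depth. Genes with the equivalent of at least 10 UMIs at the median depth in 3 mice and at least 15 UMIs in all were tested by limma 3.58.1 with a mean-variance trend and Benjamini-Hochberg adjustment at 5%. limma took the place of the count model that had been planned. Clusters within a mouse were compared with the mouse as a block, over mice with at least 5 cells in the immature cluster. The procedure was tested on simulated counts of the same libraries, in which it called 0 genes when none was changed. These counts were drawn with an assumed dispersion of 0.1 and the same expression profile for every mouse. Each split of the 6 mice into 3 and 3 was refitted as well.

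Genes named in the text are those the paper names for this experiment, for each test across genes up to 5 per direction with the smallest adjusted p under 0.05 and no overlap between groups or else the gene with the smallest p, and members of gene lists written before the data were examined. The lists used are those for the subiculum, deep cortical layers, newborn neurons, CA1 pyramidal neurons, EPO receptor signaling, hypoxia, immediate early and stress genes, blood and sex. Gene positions come from GENCODE vM21 (GRCm38), matched by symbol. Alternatives covered resolution, dimensions, integration, variable genes, filters on cells and genes, doublets, the D number, the denominator of shares, thinning, seeds, and each mouse left out in turn. Clustering on canonical vectors, other variable genes, other scalings, other pseudocounts and array weights were added after seeing the data. The protein and histology experiments are not part of the deposited table and were left out.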

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

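The alternatives were set before the data were examined, apart from those on canonical vectors, the variance-stabilized choice of variable genes, other scalings, other pseudocounts and array weights, which were chosen after seeing the data. Canonical vectors were chosen from 32 clusterings whose results had been looked at, the clustering after anchor-based integration among them. These combined integration modes, ways of picking variable genes and resolutions. In all 32 the mean share of immature glutamatergic-like cells was higher after EPO, by 0.335 to 3.96 percentage points, with an exact permutation p over mice of at least 0.2. Fisher's exact test over cells fell below 0.05 in 8 of them.

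The share of immature glutamatergic-like cells kept its direction in all but 2 of 38 alternatives, and 3 mice against 3 cannot pass a threshold of 5% in an exact permutation test over mice. It was reversed as a share of glutamatergic-like cells only, with -0.455 percentage points. That reversal was not seen within D1 or within D2, where this share was higher after EPO by 3.69 and 6.95 percentage points. D1 holds 1 EPO mouse and D2 holds 1 placebo mouse. With the D number as a block this share was higher by 5.32 percentage points (exact permutation test within D numbers, p = 0.667). On canonical vectors this share differed by -0.466 percentage points within D1 and by 7.39 within D2. For the share of all retained cells, the difference without each mouse in turn ran from -0.696 percentage points, without EPO mouse 2, to 8.38 percentage points, without EPO mouse 6. Leaving out EPO mouse 2 leaves EPO mice of D2 only. With the D number as a block the difference was 6.23 percentage points (exact permutation test within D numbers, p = 0.333). Within D2, which does not hold EPO mouse 2, it was 2.90. The cause of the reversal was not tested. Among the other clusterings of all cells the difference ran from 1.73 percentage points with 30 dimensions to 8.32 percentage points with doublets removed, where Scrublet had taken 28 of the 43 cells of placebo mouse 3. In Fisher's exact test over cells, p was 0.137, and on canonical vectors, with a pooled difference of 3.01 percentage points, it was 0.0385. The same test gave 0.0125 with a lower minimum than 1000 genes per cell, 0.0315 with doublets removed, and on canonical vectors 0.0194 with doublets removed and 0.0497 as a share of glutamatergic-like cells. It lay between 0.0508 and 0.593 in the other clusterings, the highest with at most 20% mitochondrial UMIs. On canonical vectors it was 0.0696 with the marker genes left out, 0.150 with the lower minimum of genes per cell and 0.162 with at most 20% mitochondrial UMIs. Other resolutions and 9 other seeds gave the same share.

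The share of the other glutamatergic-like cells was reversed with the D number as a block, with -0.326 percentage points, and ran from -2.48 to 17.6 percentage points with each mouse left out, the lowest without placebo mouse 3. Among the other classes, GABAergic-like cells were reversed with the D number as a block, with -1.13 percentage points, and ran from -1.22 to 1.69 percentage points with each mouse left out. OPC-like cells ran from -0.101 to 1.86 percentage points without each mouse. Endothelial-like cells were reversed with the lower minimum of genes per cell, with -1.88 percentage points, and ran from -0.00555 to 0.903 percentage points without each mouse. The number of the 6 classes whose placebo and EPO mice did not overlap rose from 0 to 1 with the lower minimum of genes per cell and ran from 0 to 2 without each mouse, the highest without placebo mouse 5, where chance gives 10% for 3 against 3 and 20% for 2 against 3. The causes were not tested. Astrocyte-like, oligodendrocyte-like and microglia-like cells kept a lower mean share after EPO in 13 alternatives each, but came close to 0 without placebo mouse 3 for the first 2. Without each mouse they ran from -6.44 to -0.201, from -10.0 to -0.669 and from -4.49 to -1.002 percentage points. Within D2 they were higher after EPO, by 4.57, 3.46 and 0.489 percentage points. Microglia-like cells also came close to 0 with the lower minimum of genes per cell, with -0.397 percentage points. With the D number as a block in that setting, microglia-like cells were higher after EPO by 2.27 percentage points. The share of glutamatergic-like cells with at least 3 marker genes kept its direction in 10 of 10 alternatives, from 2.11 percentage points without thinning to 8.96 percentage points without EPO mouse 6.

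Of the 10 marker genes, 4 passed 5% in the immature cluster in limma's test, 2 without the filter on low counts, 2 scaled to total UMIs, 4 with median-of-ratios scaling, and 9 on canonical vectors under each of the 3 scalings. Without each mouse the number ran from 3, without EPO mouse 2, to 6, without placebo mouse 3, where all 10 could be tested. Elavl4 and Celf4 no longer passed without the filter or scaled to total UMIs, Satb1 no longer passed without the filter (limma's adjusted p = 0.0712, with 0.00664 to 0.0712 over its alternatives), and Elavl4 no longer passed without EPO mouse 2 (limma's adjusted p = 0.053, with 0.00227 to 0.308 over its alternatives), while Hs3st4 passed without EPO mouse 6 and both Hs3st4 and Tle4 passed on canonical vectors.

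The difference in pseudotime between immature and neighboring cells kept its direction in all 12 alternatives. It no longer passed 0.05 with the top 1000 variable genes as input, where it was 0.0580. It could not pass with fewer than 6 mice, which holds for canonical vectors, with 0.588, 0.550 in thinned cells and 0.568 on the first principal component, and for each mouse left out, with 0.495 to 0.528. The difference in pseudotime between EPO and placebo was reversed on canonical vectors, with -0.0110, and there in thinned cells, with -0.00353. The cause was not tested. It ran from 0.0189 to 0.105 without each mouse.

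By limma, the number of genes changed by EPO was 0 in all cells, in glutamatergic-like cells and in oligodendrocyte-like cells under each of 14 alternatives. The number with an unadjusted p under 0.05 did move, in all cells from 128 to 1329 without placebo mouse 5 and to 1189 with array weights, and in glutamatergic-like cells from 119 to 527 without placebo mouse 5. The log2 fold changes stayed positive for Slc17a6, from 1.17 to 1.49, and for Lxn, from 1.10 to 1.35, and negative for Plcl1, from -1.17 to -0.73. Epor had 6 UMIs in retained cells and 10 over all barcodes, which include more cells. Astrocyte-like cells reached 10 per mouse only with the lower minimum of genes per cell and were not tested across genes. The planned edgeR test of cell numbers was not run. The planned edgeR and DESeq2 fits across genes were not run either, and limma took the place of these fits. No paired analysis was possible because the placebo and EPO mice share no number.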

Differences from the paper's values

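The paper's test of immature cells took cells as replicates, while the exact permutation tests took mice. Names of clusters were rebuilt from marker genes, so the clusters need not hold the same cells as those of the paper. The paper reports 1.6%, 2.3% and 4.3% immature glutamatergic cells in the placebo mice, where the clustering gave 8.70%, 11.6% and 16.6% of the same retained cells in ascending order. None of the alternatives set before the data were examined came within 1.5 times of these 3 values of the paper. For the EPO mice the paper reports 3.7%, 6.8% and 7.0%, where the clustering gave 5.49%, 17.7% and 23.6%, with the lowest within 1.5 times of the paper's. Of the alternatives set before the data were examined, a limit of 20% on the mitochondrial share brought the middle EPO value, 9.52%, within 1.5 times of the paper's 6.8%, and the others did not. None brought the highest EPO value there. Clustering on canonical vectors, which was chosen after seeing the values, gave 1.09%, 4.65% and 5.52% for placebo and 3.66%, 7.38% and 7.43% for EPO, all within 1.5 times of the paper's except the middle placebo value. An exact permutation test over mice of the paper's own 6 values gives a two-sided p = 0.2.

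The paper's two-sided p of Fisher's exact test over cells is about 0.02 in Fig. 2d, read by eye, where the same test over cells gave 0.137. None of the alternatives set before the data were examined lay within 1.5 times of it. It was below the paper's with the lower minimum of genes per cell, at 0.0125, and above it elsewhere, with 0.0315 when doublets were removed. On canonical vectors, chosen after seeing the values, it was 0.0385, and 0.0194 when doublets were removed there as well. Both values with doublets removed rest on calls that took 28 of the 43 cells of placebo mouse 3 and are not usable there.

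The paper's trajectory held 502 cells, where 276 cells were ordered after integration and 306 on canonical vectors, a setting chosen after seeing the values. The paper had merged 2 glutamatergic clusters by hand, and here only the nearest cluster was taken. After removal of immature cells with high pseudotime the paper reports p = 0.039, and after their reassignment p = 0.041, in a one-sided Fisher's exact test over cells. No cell lay past the limit used here, so neither step changed a cell and neither was tested. The unaltered one-sided test gave 0.0771, and 0.0242 on canonical vectors, chosen after seeing the values. For reclustering the paper reports p = 0.0008, where the two-sided Fisher's exact test over cells gave 0.0298, and 0.771 on canonical vectors, chosen after seeing the values. No alternative to these values had been set before the data were examined.

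The paper states a lower pseudotime after EPO. The mean over mice was higher after EPO, by 0.0676 (two-sided exact permutation test, p = 0.4), and the difference was -0.0110 with canonical vectors, chosen after seeing the values. Over pooled cells, as in the paper's test, the difference was 0.0109, and 2 settings planned before the data were examined had the paper's direction, with -0.0437 in thinned cells and -0.0259 on the first principal component, while another planned one, on the top 1000 variable genes, had 0.0248. On canonical vectors it was -0.0388 over cells. The paper states that the EPO receptor was not detected, and Epor had 6 UMIs in 6 of the 973 retained cells, without a measured background share.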

Other observations

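The tests on mitochondrial share by treatment, deep cortical layers, newborn neurons, haemoglobin and the subiculum were chosen only after the result was seen, and the tests of pseudotime and of other splits of the mice were chosen before. For the number of UMIs per cell, the condition that the difference exceed its spread was set only after the result was seen.

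Across the 6 mice, the share of immature glutamatergic-like cells followed the median mitochondrial share of the retained cells. Pearson's r was 0.96 (exact permutation test, p = 0.00694, adjusted p = 0.0139 over 2 relations) and Spearman's rho 0.943 (exact permutation test, p = 0.0167, adjusted p = 0.0333), and r was 0.992 without placebo mouse 1 and EPO mouse 2. On canonical vectors r was 0.732 (exact permutation test, p = 0.0958), rho was 0.886 (exact permutation test, p = 0.0333), and r was 0.701 without the same mice. Each D number holds 3 mice, too few to repeat this within it. If cells with a high mitochondrial share made up the difference between EPO and placebo, it would vanish when they are left out. With at most 20% mitochondrial UMIs per cell the difference was 2.09 percentage points in place of 3.32, and 2.06 in place of 2.40 on canonical vectors. Of 5 tested genes of oligodendrocytes, 5 were higher in the immature cluster after integration than in the other glutamatergic-like cells, and 3 passed 5% in limma's test. The difference between EPO and placebo neither vanished nor stayed as large, so damage to cells in the dissociation and an effect of EPO cannot be told apart for these shares with 3 mice per group.

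The 50 immature glutamatergic-like cells found on canonical vectors were led by Nxph3. The tests on canonical vectors below used the cluster of 48 cells found with the 10 marker genes left out. All 48 are among the 50, and only mice with at least 5 of them were used. Of a list of 12 genes of deep cortical layers, none of which is among the 10 marker genes, 4 could be tested against the other glutamatergic-like cells and 4 were higher, 3 of them past 5% in limma's test and 3 adjusted over the list alone. Nxph3 was measured at 310 CPM against 4.13 CPM and Rprm at 193 CPM against 19.6 CPM, each higher in 4 of 4 mice. Of 6 tested genes of CA1 pyramidal neurons, 0 were higher and 5 were lower past 5% in limma's test. Of 7 tested genes of newborn neurons, 1 was higher, Stmn1, and none was lower past 5%. After integration, 2 of 2 tested genes of deep layers and 2 of 5 tested genes of newborn neurons were higher in the immature cluster, the latter 0 of 5 when scaled to total UMIs. There Stmn2 was lower past 5%, with a log2 fold change of -1.02 and lower in 6 of 6 mice (limma's adjusted p = 0.00334), while on canonical vectors its log2 fold change was -0.02. On canonical vectors each of these counts was the same under the 3 scalings. A candidate explanation is that the cluster holds neurons of deep cortical layers in the dissected tissue, which Nxph3 itself prompted. Of the 3 other tested genes of that list 3 were higher, 2 of them past 5%, which is in line with it, but Fezf2 was higher by a log2 of only 0.31 (limma's adjusted p = 0.683, higher in 3 of 4 mice). Newborn neurons stay open. Their list was to argue against them if no more than 0.5 of its genes were higher, and with 1 of 7 it would, but it was required after the result was seen that a gene also be lower past 5%, which none was on canonical vectors. Open as well are CA1 neurons that take on the expression of other neurons, which was not tested.

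Pseudotime of the glutamatergic-like cells fell with their mitochondrial share in 6 of 6 mice, with a median Spearman correlation over cells of -0.245 and values from -0.527 to -0.004 per mouse. Cells are not independent replicates, and on canonical vectors the correlation ran from -0.873 to -0.18 in 6 of 6 mice. With placebo mouse 5 near 0 after integration, the order of the cells and their mitochondrial share cannot be told apart. The number of UMIs per cell correlated with pseudotime negatively in 5 of 6 mice, from -0.234 to 0.078, but on canonical vectors positively in 4 of 6 mice, from -0.271 to 0.373. In thinned cells the difference between EPO and placebo was 0.0186 in place of 0.0676, and -0.0437 over pooled cells. With SDs of 0.0699 and 0.119 between the thinned placebo and EPO mice, the number of UMIs and an effect of EPO on pseudotime cannot be told apart. By the condition set at first, correlations of differing sign and a kept direction would have argued against the number of UMIs.

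By limma, 0 genes passed 5% between EPO and placebo in all cells, glutamatergic-like cells or oligodendrocyte-like cells. An unadjusted p under 0.05 was found for 128, 119 and 31 genes, in each comparison less than the 5% of tested genes that chance gives. A count of 0 is reached by any split of the mice, 10 of 10 in each comparison, so the splits say nothing about chance here. The split of placebo mice 1 and 3 with EPO mouse 4 against the others gave 1 gene in all cells and 7 in oligodendrocyte-like cells, and the split by the D number gave 0. Over all cells, of genes for EPO receptor signaling 2 of 5 tested were higher after EPO, for hypoxia 5 of 9, for immediate early and stress genes 6 of 10, for deep cortical layers 4 of 4, for CA1 pyramidal neurons 4 of 7, for blood 1 of 4 and for sex 1 of 4, and 0 of each list passed 5% adjusted over the list alone. Of the 10 marker genes 9 were higher, with a median log2 fold change of 0.54, and 0 passed 5% adjusted over the list alone. In glutamatergic-like cells, 2 of 4 genes of deep cortical layers, 1 of 7 of CA1 pyramidal neurons, 1 of 4 of EPO receptor signaling, 6 of 8 of hypoxia, 3 of 6 immediate early and stress genes, 0 of 1 of blood, 2 of 4 of sex and 8 of the 10 marker genes were higher, again with 0 past 5% adjusted over each list alone.

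Of 5 genes of the subiculum, a region next to CA1, 3 could be tested over all cells. All 3 were higher after EPO and passed 5% adjusted over the list alone, but 0 passed over all genes in limma's test. The list was looked at after Slc17a6 had shown the smallest p, so the adjustment over the list is no independent test. In each of the 3 the placebo and EPO mice did not overlap, which chance gives to 10% of genes. Besides Slc17a6 these were Fn1, with a log2 fold change of 1.10, and Nts, with 2.67, which had 0 UMIs in placebo mouse 3. Over the alternatives the log2 fold change of Nts ran from 1.05, without placebo mouse 3, to 3.48, without placebo mouse 1, and that of Fn1 from 0.44, with the lower minimum of genes per cell, to 1.37. In glutamatergic-like cells 3 of 3 were higher as well. A candidate explanation for the level of Slc17a6 is that the dissected tissue of the EPO mice held more neurons of the subiculum. The 2 other tested genes had a median log2 fold change of 1.88, which this explanation needs. Whether the 3 genes lie in the same cells was not tested. An effect of EPO on these genes within neurons was not tested and stays open.

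Haemoglobin UMIs made up 4680 CPM in placebo mouse 1 and 5022 CPM in EPO mouse 2, and at most 499 CPM in the other 4 mice. In placebo mouse 1 the median cell carried 4.0 haemoglobin UMIs and 86.5% of cells carried one, while the 5 cells with the most held 83.0%, which argues against a few blood cells as the only source and is in line with free RNA from blood beside them. In EPO mouse 2 the 5 cells with the most haemoglobin held 98.4% of it, which is in line with a few blood cells among the retained cells. There 26.4% of cells carried such a UMI, which argues against free RNA as its main source. No biological explanation was tested for these 2 mice, which differ in treatment.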
